# Single cell analysis revealed that two distinct, unique CD4^+^ T cell subsets were increased in the small intestinal intraepithelial lymphocytes of aged mice

**DOI:** 10.3389/fimmu.2024.1340048

**Published:** 2024-01-22

**Authors:** Yuki Yonemoto, Yasuhiro Nemoto, Ryo Morikawa, Nana Shibayama, Shigeru Oshima, Takashi Nagaishi, Tomohiro Mizutani, Go Ito, Satoru Fujii, Ryuichi Okamoto

**Keywords:** intraepithelial lymphocyte, T cell aging, intestinal immunity, CD4 T cell, scRNAseq

## Abstract

Recent advances in research suggest that aging has a controllable chronic inflammatory disease aspect. Aging systemic T cells, which secrete pro-inflammatory factors, affect surrounding somatic cells, and accelerate the aging process through chronic inflammation, have attracted attention as potential therapeutic targets in aging. On the other hand, there are few reports on the aging of the intestinal immune system, which differs from the systemic immune system in many ways. In the current study, we investigated the age-related changes in the intestinal immune system, particularly in T cells. The most significant changes were observed in the CD4^+^ T cells in the small intestinal IEL, with a marked increase in this fraction in old mice and reduced expression of CD27 and CD28, which are characteristic of aging systemic T cells. The proliferative capacity of aging IEL CD4^+^ T cells was significantly more reduced than that of aging systemic T cells. Transcriptome analysis showed that the expression of inflammatory cytokines was not upregulated, whereas *Cd8α*, NK receptors, and Granzymes were upregulated in aging IEL CD4^+^ T cells. Functional analysis showed that aging IEL T cells had a higher cytotoxic function against intestinal tumor organoids *in vitro* than young IEL T cells. scRNAseq revealed that splenic T cells show a transition from naïve to memory T cells, whereas intestinal T cells show the emergence of a CD8αα^+^CD4^+^ T cell fraction in aged mice, which is rarely seen in young cells. Further analysis of the aging IEL CD4^+^ T cells showed that two unique subsets are increased that are distinct from the systemic CD4^+^ T cells. Subset 1 has a pro-inflammatory component, with expression of *IFNγ* and upregulation of NFkB signaling pathways. Subset 2 does not express *IFNγ*, but upregulates inhibitory molecules and nIEL markers. Expression of *granzymes* and *Cd8a* was common to both. These fractions were in opposite positions in the clustering by UMAP and had different TCR repertoires. They may be involved in the suppression of intestinal aging and longevity through anti-tumor immunity, elimination of senescent cells and stressed cells in the aging environment. This finding could be a breakthrough in aging research.

## 1 Introduction

Today, the world is facing an unprecedented super-aging society, and medical and social countermeasures are an urgent issue (1). Several mechanisms have been proposed to explain aging, including limits on programmed cell division due to telomeres and other mechanisms (2), impaired gene repair mechanisms due to the accumulation of errors at the cellular level (3), mitochondrial degradation due to reactive oxygen species or oxidative stress (4–8), and stem cell deterioration (9), although these are not yet fully understood (10).

In addition to these mechanisms, the immune system plays an important role in the aging process by promoting it through chronic inflammation (11, 12). In immune aging, which begins in the 20s (13), the aging of long-lived T cells is more important than that of short-lived myeloid cells such as granulocytes, monocytes, and macrophages. At the individual level of aging, thymic atrophy disrupts the supply of fresh naive T cells, and antigen exposure leads to an increase in effector/memory cells (14). At the cellular level, it is also known that senescent T cells, like other somatic cells, have a low proliferative capacity and secrete pro-inflammatory humoral factors, such as TNF-α/IFN-γ (this phenotype is termed senescence-associated secretory phenotype; SASP) (14–18). In mice in which senescence was specifically induced in T cells, age-related changes such as atherosclerosis were accelerated (4), and administration of a peptide vaccine targeting senescent T cells ameliorated the pathology of a mouse model of diabetes (18), suggesting that senescent T cells are an important therapeutic target in systemic aging.

The gut is the one of the largest reservoirs of immune cells, particularly T cells. The intestinal lumen contains a large number of foreign antigens such as dietary antigens and gut microbiota. The intestinal lumen fulfils the conflicting roles of tolerating harmless antigens and inducing inflammation in response to harmful pathogens from the sea of antigens (19, 20). The intestinal tract therefore has a highly developed and unique intestinal mucosal immune system that is distinct from the systemic immune system. The intestinal immune system has its own lymphoid tissues such as gut-associated lymphoid tissue; GALT, and in addition to the conventional CD4 and CD8^+^ T cells, there are many other unique fractions such as γδT cells, CD8αβ^-^CD4^-^TCRαβ^+^ T cells, and CD8αα^+^ T cells that are rarely found in peripheral blood. The intestinal immune system is the first line of defense against foreign antigens and maintains the homeostasis of the organism by maintaining a delicate balance between inflammation and tolerance (19, 20).

The intestinal tract is a relatively unaffected organ by aging. For example, progeria syndrome causes phenotypes in the skin, hair, cardiovascular system, brain, etc., but the gut is less affected (21). On the other hand, colorectal cancer and gastrointestinal infections increase with age, while inflammatory bowel diseases; IBD and allergies decrease, suggesting that some changes are occur in the intestinal immune system (22), but there are few reports on the phenotype of intestinal aging. Furthermore, while immune aging has been extensively studied in the systemic immune system, there are few reports on age-related changes in the intestinal immune system.

In this study, we investigated the role of the intestinal immune system in aging by analyzing the qualitative, quantitative, and functional changes associated with aging in the intestinal immune system, in particular in T cells, which are long-lived and important therapeutic targets in the aging process, and by comparing them with aging T cells in the systemic immune system.

## 2 Materials and methods

### 2.1 Mice

We selected 5- to 9-weeks old and 18-months old male mice as the young and aged models based on previous papers (23–26). The general condition and organ appearance of aged mice were observed before the experiments, and mice with obvious diseases were excluded and not used in the studies. C57BL/6 mice were purchased from Jackson Laboratory or Charles River or CLEA in Japan. Both male and female mice were used for experiments. All mice were maintained under specific pathogen-free conditions in the Center for Experimental Animals in Tokyo Medical and Dental University (TMDU). All experiments were approved by animal study committees and performed in accordance with institutional guidelines and Home Office regulations.

### 2.2 Antibodies

The following antibodies were used: anti-mouse CD3e-FITC, -PerCP-Cy5.5, or -APC-Cy7 (clone 145-2C11; BioLegend), CD4-APC or -PE-Cy7 (clone RM4-5; BioLegend), anti-mouse CD8α-Alexa Fluor 488 (clone 53-6.7; BioLegend), anti-mouse CD8β-PE (clone YTS156.7.7; BioLegend), anti-mouse CD27-Brilliant Violet 510 (clone LG.3A10; BioLegend), anti-mouse CD28-Brilliant Violet 421 (clone 37.51; BioLegend), anti-mouse CD45- Brilliant Violet 421 (clone 30-F11; BioLegend), anti-mouse CD274 (PD-L1)-PE (clone 10F.9G2; BioLegend), anti-mouse epithelial cell adhesion molecule (EpCAM)-APC (clone G8.8; BioLegend), anti-mouse MHC-II-FITC (clone M5/114.15.2; eBioscience), anti-mouse TCRβ- APC-Cy7 (clone H57-597; BioLegend) or anti-mouse γδTCR -PE-Cy7 (clone GL3; BioLegend). For scRNAseq analysis, anti-mouse Hashtags 1 to 4 (M1/42; 39-F11, Biolegend, 155861, 155863, 155865, 155867) were used.

### 2.3 Isolation of mononuclear cells from murine organs

To isolate SP, MLN, and PP cells, each organ was mashed and passed through a nylon mesh. To lyse red blood cells among splenocytes, Ack buffer was used. To isolate small intestinal IELs or LPLs, we used modified protocols in previous reports (27). After the removal of PPs, a half-length of the distal ileum, proximal ileum, distal jejunum, and proximal jejunum was opened longitudinally, washed with Hank’s balanced salt solution (HBSS), and cut into small pieces. Dissected mucosae were gently inverted (50–60 rpm) on a rotator for 10–15 min at 37°C in 40 ml HBSS with 2 mM EDTA. Then, the supernatant and remaining mucosae were separated with a nylon mesh. The supernatant was centrifuged and resuspended with a 40% isotonic Percoll (GE Healthcare) solution and then subjected to Ficoll-Hypaque density gradient centrifugation (40%/75%). Collected cells were IELs. Remaining mucosae were gently inverted (50–60 rpm) on the rotator for 15–20 min at 37°C in 40 ml HBSS with 0.5 mg/ml collagenase D (Roche) and 25 μg/ml DNase I (Roche). Then, they were filtered, centrifuged, and separated with the Percoll system as described above. To isolate colonic mucosal cells, the same method was used, but the incubation time in EDTA and for digestion was 60 min.

### 2.4 Flow cytometric analysis and cell sorting

In some experiments, CD4^+^ cells or CD45^+^ cells were enriched with CD4 (L3T4) microbeads or CD45 microbeads (Miltenyi Biotec) according to official protocols before the cell sorting by flow cytometer. To stain surface molecules, the single cell suspension isolated from each organ was incubated with specific antibodies for 20 min at 4°C. For analysis, cells were resuspended with PBS and analysed by a FACS Canto II (BD Bioscience). Data were analysed by FlowJo software (FlOWJO LLC). For cell sorting, stained cells were sorted using a FACS Melody (BD Bioscience). More than 98% purity of each fraction was confirmed by post-sort purity checking with the FACS Canto II.

### 2.5 Microarray analysis

SI-IELs and SP cells were collected from 5-weeks old or 87weeks old C57BL/6 mice, stained with anti- CD3e-PerCP-Cy5.5 and anti-CD4-PE-Cy7, and then sorted by the FACS Melody as the CD4(CD3^+^CD4^+^) fractions. More than 98% purity of each fraction was confirmed by analysing post-sorted cells with the FACS Canto II. Total RNA was collected from each fraction with a RNeasy Mini Kit (QIAGEN). Microarray analysis was outsourced to KAMAKURA TECHNO-SCIENCE INC. Samples were analysed with a 3D gene chip (Mouse oligo 24k). Enrichment analysis was performed with DAVID (https://david.ncifcrf.gov/). Enriched genes were defined by more than 2-fold change and more than 100 signals after the global normalization.

### 2.6 Cell proliferation assay

1 x 10^5^ of sort-purified IEL- or SP CD4^+^ cells were labelled with 2.5μM CFSE (CellTrace CFSE Cell Proliferation Kit, ThermoFisher SCIENTIFIC), and then stimulated with PMA+ionomycin PMA+ionomycin (PMA 50ng/ml, ionomycin 500ng/ml) in the complete medium with 100 U/mL recombinant human IL2 (Roche), 50 ng/mL mouse IL7 (Peprotech), and 50 ng/mL mouse IL15 (Peprotech) under the condition of 37°C, 5% CO2. After 72 hours, cells were harvested and stained with appropriate antibodies and analyzed by FACS Canto II (BD Bioscience).

### 2.7 RT-qPCR

Total RNA from SI-IELs and SP from 5 to 6-weeks old or 80 to 95 weeks-old C57BL/6 mice was isolated as described above and converted to cDNA using QuantiTect reverse transcription kit (QIAGEN) according to the manufacturer’s instructions. Real-time PCR was performed with QuantiTect SYBRgreen PCR kits (QIAGEN) using the StepOnePlus real-time PCR system and StepOne software (Thermo Fisher Scientific). Gene expression was normalized to the housekeeping gene β-actin and was expressed as the relative expression. Primers used for RT-qPCR are listed in **Supplementary Table 1**.

### 2.8 Preparation of small intestinal organoids

Crypts were isolated from the small intestine of male WT mice aged 7–11 weeks or small intestinal tumors of female APC^min^ mice aged 21 weeks as previously described (27). One mouse was used for each isolation. The crypts were embedded in Matrigel (Corning). Advanced DMEM/F12 (Gibco) containing 50 ng/mL mEGF (Peprotech), 100 ng/mL mNoggin (R&D Systems), 100 U/mL penicillin/streptomycin (Nacalai), 10 mM HEPES (Nacalai), 2 mM GlutaMAX-1 (Gibco), 1 mM N-acetylcysteine (Sigma), 1×N2 supplement (Gibco), 1×B27 supplement (Gibco) and 10 μM Y-27632 (Wako) were added to each well (complete medium). Organoids from APC^min^ mice were passaged at least twice before co-culture with IECs.

### 2.9 Co-culture of IELs and small intestinal tumor organoids

We followed a modified protocol from a previous report (27). Briefly, intestinal organoids were cultured for 2 days prior to the co-culture with IELs. On the first day of co-culture, SI-IELs collected from the WT mice aged 9-weeks old or 89 weeks old were stained with anti-mouse CD3e-APC-Cy7, anti-mouse CD4-PE-Cy7, and the CD3^+^ (CD3^+^) and CD4^+^ (CD3^+^ CD4^+^) -IELs were sorted using FACSMelody (BD Bioscience). Cultured organoids released from Matrigel were washed and counted. We combined 200 organoids and 2.0 × 10^5^ IELs and centrifuged the samples for 3 min at 200 g. In the control group, the same number of organoids as the co-culture group was centrifuged. The pellet was suspended in 20 μL of Matrigel and placed in 24-well plates. After Matrigel polymerization, 500 μL of the complete medium with 100 U/mL recombinant human IL-2 (Roche), 10 ng/mL mouse IL-7 (Peprotech) and 10 ng/mL mouse IL-15 (Peprotech) were supplemented. The medium was refreshed every 1–2 days. Images of organoids were taken with a BZ-X710 microscope (Keyence).

### 2.10 Cell count of IELs and organoids

Organoids and IELs were collected and centrifuged for 3 min at 100 g in experiments. The pellet was shaken (500 rpm) in the trypLE express (Invitrogen) for 15 min at 37°C. After pipetting, cells were centrifuged for 3 min at 400 g, and the pellet was suspended with RPMI-medium (Sigma). Numbers of live single epithelial cells and IELs were counted with FACSCanto II (BD Bioscience) and Count Bright Absolute counting Beads (Invitrogen).

### 2.11 Single-cell 5’ transcription and T cell receptor sequencing

SI-IELs or SP cells were collected and pooled from young (6-weeks old) or old C57BL/6 mice (80-weeks old), the cells from 3 young mice and 3 old mice were mixed and pooled as young SP, young IEL, old SP and old IEL. CD45^+^ cells were enriched from each group using CD45 microbeads (Miltenyi Biotec), followed by cell hashing with TotalSeq-C anti-mouse hashtag antibodies (hashtag1-young IEL, hashtag2-old IEL, hashtag3-young SP, hashtag4-old SP). After the Fc blocking, cells were stained with anti-CD3e-FITC mAbs and anti-CD4-APC mAbs, and the CD3^+^ cells and CD3^+^CD4^+^ cells were sorted from each group by FACSMelody. Dead cells removal was performed with 7-AAD. To enrich CD4^+^ cells, which are rare population in young IEL, CD3^+^ cells and CD3^+^CD4^+^ cells were mixed as 1:1 in young and old IEL. The single cell suspension was stained with Trypan Blue and the number of cells was determined by manual cell count.

The following procedures were outsourced to AZENTA, GENEWIZ (Tokyo, Japan). Cell suspension (6,000 cells each) was loaded in a 10x Chromium microfluidics system based on the manufacturer’s guidelines. One set of libraries were obtained from the 10x loaded samples: a 5’ gene expression messenger RNA library and a single-cell TCR library, using primers for amplification as per the manufacturer’s instructions. Library were pooled together and run separate lanes of 150 base-paired, paired-end, flow cell using the Illumina Novaseq6000. 5668 cells for young SP, 5538 cells for old SP, 4348 cells for young IEL and 5811 cells for old IEL were sequenced and reported in the datasets.

The Cell Ranger software (10x Genomics) was used to perform barcode counting and unique molecular identifier counting after filtering and alignment to the mouse/mm10 reference genome to generate the feature-barcode matrix and determine clusters. Dimensionality reduction was performed using principal component analysis, and first ten principal components were used to generate clusters by K-means algorithm and graph-based algorithm, respectively. Data analysis was performed through the Loupe Cell Browser software (10x genomics).

Next, the differential expression genes for each cluster were imported into Metascape (https://metascape.org/) for Kyoto Encyclopedia of Gene and Genomes (KEGG) pathway analysis was performed with a false discovery rate (FDR) <0.05 as the cut-off value.

We used the Loupe V(D)J browser to analyse the TCR clonotypes, and the V and J genes.

### 2.12 Statistical analysis

The exact number of samples is described in the figure legends. Statistical analyses were performed using GraphPad Prism 10 for Windows 64-bit (GraphPad Software). Normality of the distribution of results was examined in each group. Differences between two groups were assessed using Student’s t-test for equal variance and Welch’s t-test for unequal variance. Non-parametric tests, such as the Mann-Whitney U test, were used for comparison between two groups without normality. For comparison among 3 or more groups was evaluated with one-way ANOVA followed by parametric multiple comparisons test. For comparison among 3 or more groups without normality, one-way ANOVA followed by non-parametric test was used. Results are expressed as the mean ± S.E.M. Differences were considered significant at P < 0.05.

## 3 Results

### 3.1 CD27^-^CD28^-^CD4^+^ T cells increased in the small intestine of aged mice

To investigate the quantitative changes in T cells with age, we examined changes in T cell fractionation in the spleen (SP), mesenteric lymph nodes (MLN), Peyer’s patches (PP), small intestinal IELs (IEL), small intestinal LPLs (LPL), and colon (CL) of young mice (5-6 weeks old) and old mice (87-105 weeks old) (**Figure 1A**). T cells were CD3^+^TCR^+^ cells, which included the following fractions: CD4^+^ T cells (CD3^+^CD4^+^CD8β^-^TCRβ^+^TCRγδ^-^), CD8^+^ T cells (CD3^+^CD4^-^CD8β^+^TCRβ^+^TCRγδ^-^), DNT; double negative T cells (CD3^+^CD4^-^CD8β^-^TCRβ^+^TCRγδ^-^), and γδ T cells (CD3^+^TCRβ^-^TCRγδ^+^). As seen in **Figure 1B**, SP, a reservoir organ for systemic T cells, showed little fractional change, whereas MLN showed a decrease in CD4^+^ T cells and an increase in CD8^+^ T cells. Interestingly, the greatest change was seen in the IEL. The major fraction, γδ, DNT and CD8^+^ T cells showed little change, whereas the minor fraction, CD4^+^ T cells, more than doubled (6.55 ± 0.570 to 15.4 ± 2.35). Similar changes were observed in LPL.

**Figure 1:**
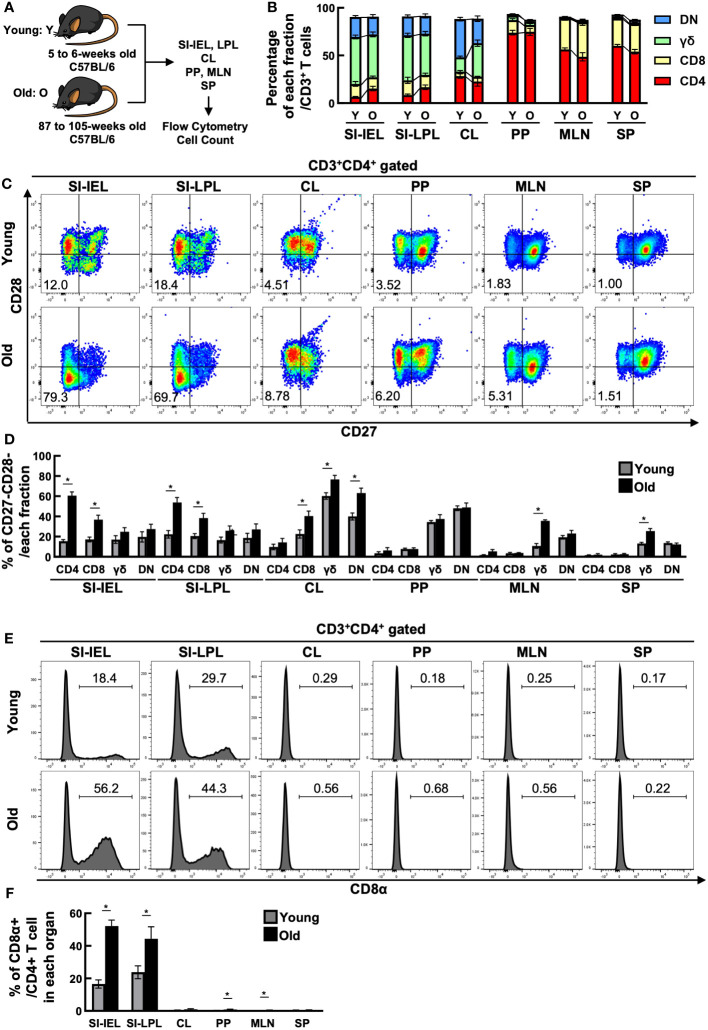
CD4^+^ CD27^-^ CD28^-^ CD8α^+^ T cells increased in the small intestine of aged mice. **(A)** Experimental design. T cells in the spleen (SP), mesenteric lymph nodes (MLN), Peyer’s patches (PP), small intestinal IELs (IEL), small intestinal LPLs (LPL), and colon (CL) of young mice (5-6 weeks old) and old mice (87-105 weeks old) were analyzed. Pooled data from 5 similar independent experiments were analyzed (n=7-11 mice/group). In this figure, “Y” indicates young mice and “O” indicates old mice. **(B)** Changes in the percentage of each fraction of T cells in each organ between young and old mice. Graph shows mean ± SEM. **(C)** Expression of CD27 and CD28 on CD4^+^ T cells in each organ of young and old mice. Representative dot plots are shown. The numbers in each plot reflect the percentage of CD27^-^CD28^-^ cells. **(D)** Percentage of CD27^-^CD28^-^ cells in each T-cell fraction of each organ from young and old mice. Graph shows mean ± SEM. *P<0.05. **(E)** Expression of CD8α on each T-cell fraction in each organ of young and old mice. Representative histograms are shown. The number on each histogram reflects the percentage of CD8α^+^ cells. **(F)** Percentage of CD8α^+^ cells in each fraction of each organ from young and old mice. Graphs show mean ± SEM. ∗P < 0.05.

As shown in **Figures 1C, D**, IEL CD4^+^ T cells showed a marked downregulation of CD27 and CD28, co-stimulatory molecules known to be downregulated with age, and a marked increase in the proportion of CD27^-^CD28^-^ cells (15.5 ± 1.60→60.5 ± 3.74). LPL CD4^+^ T cells also showed a similar increase in CD27^-^CD28^-^ cells. CD27^-^CD28^-^ cells were increased in both IEL and LPL CD8^+^ T cells, but the greatest change was seen in CD4^+^ T cells, with a 37-fold increase in cell number (**Supplementary Figure 1**). On the other hand, CD27^-^CD28^-^ cells were only partially altered in SP, MLN and PP.

The intestinal tract is known to contain many unique T cells expressing CD8αα homodimers rarely found in the systemic immune system, but interestingly, the percentage of CD8αα^+^ cells was also increased in the small intestinal IEL, LPL CD4^+^ T cell fraction of aged mice (**Figures 1E, F**).

### 3.2 Old IEL-CD4^+^ T cells had a much lower cell proliferative capacity than young IEL-CD4^+^ or old SP-CD4^+^ T cells

As described above, the number of CD4^+^ T cells in the small intestinal mucosa doubled with age, and surface markers suggested that CD27^-^CD28^-^ had characteristics as aging T cells. On the other hand, the expression rate of CD8αα, a marker specific for intestinal T cells, also increased, suggesting that they may have different characteristics from those of the systemic immune system.

We therefore focused on IEL CD4^+^ T cells to analyze functional changes associated with aging. Since senescent T cells in systemic immunity are known to express senescence markers, have low proliferative capacity, and secrete inflammatory humoral factors such as TNF-α, IFN-γ, and other cytokines, a phenotype known as SASP, we investigated these points.

SP CD4^+^ and IEL CD4^+^ T cells from young and aged mice were sorted by flow cytometry, labelled with CFSE and stimulated with PMA+ionomycin, and cell division after 72 hours was assessed by flow cytometry. Although IEL have been reported to have a lower proliferative capacity than systemic T cells, even the positive control IEL CD4^+^ T cells from young mice showed little cell division under normal conditions (data not shown). When IL-2, IL-7, and IL-15 were added as T cell maintenance factors, as shown in **Figures 2A, B**, SP CD4^+^ T cells showed only a slight decrease in cell division with age (97.5 ± 0.29→92.7 ± 1.05), whereas IEL-CD4 showed a marked decrease in proliferative capacity (62.0 ± 4.82→26.5 ± 5.60).

**Figure 2:**
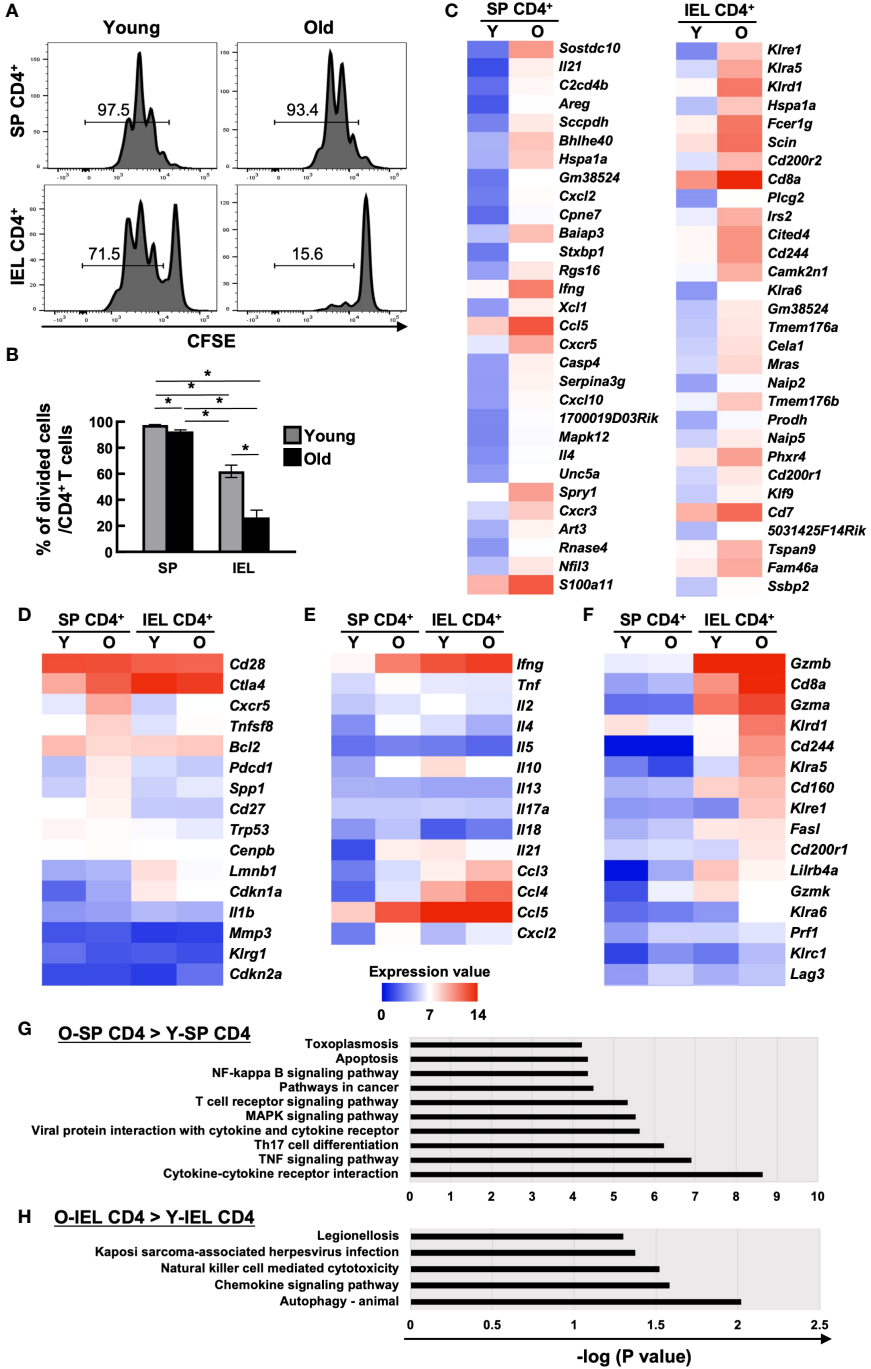
Comparison of cell proliferation capacity and comprehensive transcriptional analysis of systemic and intestinal T cells between young and old mice. **(A, B)** The proliferation capacity of SP CD4^+^ T cells and IEL CD4^+^ T cells from young (8-weeks old) and old mice (85-86-weeks old) was assessed by CFSE assay. Sort-purified IEL- or SP CD4^+^ cells were labelled with CFSE, and stimulated with PMA+ionomycin in the complete medium with IL-2, IL-7, and IL-15 for 72 hours. Pooled data from 2 similar independent experiments were analyzed (n=6/group). **(A)** Expression of CFSE after the 72 hours of stimulation. Representative histograms are shown. The number on each histogram is the percentage of CFSE-negative divided cells. **(B)** Percentage of CFSE-negative divided cells in CD4^+^ T cells of SP or IELs from young (8-weeks old) and old (85- to 86-weeks old) mice. Graph shows mean ± SEM. *P<0.05. **(C-H)** Microarray analysis of sort purified CD4 IELs or SP T cells in young (5-weeks old) or old (89-weeks old) mice. The expression value shows the log2 of the signals after global normalization. **(C)** Heat maps of the top 30 genes enriched in old SP CD4^+^ T cells (left column) and old IEL CD4^+^ T cells (right column) compared to young ones. **(D)** Heat maps of senescent associated genes in young and old SP or IEL CD4^+^ T cells. **(E)** Heat map of cytokine or chemokine genes in young and old SP or IEL CD4^+^ T cells. **(F)** Heat maps of genes of NK or cytotoxic markers or IEL markers in young and old SP or IEL CD4^+^ T cells. **(G)** KEGG pathway analysis of genes enriched in old SP CD4^+^ T cells compared to young SP CD4^+^ T cells. **(H)** KEGG pathway analysis of genes enriched in old IEL CD4^+^ T cells compared to young IEL CD4^+^ T cells.

### 3.3 Comprehensive transcriptional analysis of SP CD4^+^ and IEL CD4^+^ T cells revealed a unique change in the characteristics of IEL CD4^+^ T cells with age

As mentioned above, IEL CD4^+^ T cells from aged mice differed from systemic CD4^+^ T cells in many ways, suggesting that they have completely different characteristics from the previously reported aging T cells. Therefore, we performed a comprehensive transcriptional assay as a further investigation. SP CD4^+^ and IEL CD4^+^ T cells from young and aged mice were sorted by flow cytometer and total RNA was collected for microarray analysis of expressed genes.

There was no marked upregulation of known senescence markers in old IEL CD4^+^ T cells (**Figures 2C, D**). As previously reported, SP CD4^+^ T cells from aged mice showed increased expression of inflammatory cytokines such as *Tnf, Ifng, Il18, Il21*, and *Il4*, whereas IEL-CD4^+^ cells showed similar levels of *Infg* and *Tnf* expression as young mice, but low levels of *Il21*, and *Il4* expression. Interestingly, the expression of *Il10*, an inhibitory cytokine, was high in IEL CD4^+^ from young mice, but decreased with age. On the other hand, the expression of chemokines such as *Ccl3, Ccl4*, and *Cxcl2* was increased as in the spleen (**Figures 2C, E**). Interestingly, the expression of *Cd8a* and NK receptors such as*, Klrd1, and Cd244*, which are rarely expressed on SP CD4^+^ cells, was upregulated, and these cells had features similar to gut-specific fractions such as γδ T cells and DNT cells. They also had unique features that differed from those of systemic senescent T cells, such as high expression of cytotoxic markers such as *Gzma* (**Figures 2C, F**).

KEGG pathway analysis revealed that although the NK-kB signaling, TCR signaling, TNF signaling, Th17, and cytokine-cytokine receptor pathways were enriched in old SP CD4^+^ T cells compared to young SP CD4^+^ T cells, the NK cell-mediated cytotoxicity and chemokine signaling pathways were enriched in old IEL CD4^+^ T cells compared to young IEL CD4^+^ T cells (**Figures 2G, H**).

To validate the microarray results, qPCR of some representative genes were performed. As shown in **Supplementary Figure 2**, we could confirm that higher expression of *Cd8a*, *Gzma*, *Cd200r2*, *Fcer1g and Lag3* in old IEL-CD4 and no age-related increase of *Ifng and Ctla4* in IEL-CD4.

### 3.4 Analysis of anti-tumor cytotoxic function of bulk-old IEL CD4^+^ T cells

As mentioned above, the incidence of food allergy and IBD is known to decrease with age, while the incidence of colorectal tumors increases. Transcriptional analysis showed increased expression of cytotoxic genes such as NK markers and Granzyme A in intestinal IEL CD4^+^ T cells in aged mice, suggesting that intestinal CD4^+^ T cells in aging individuals may respond to the increased tumor risk by increasing their cytotoxic activity. To investigate the role of old IEL CD4^+^ T cells in intestinal tumor immunity, we examined their anti-tumor cellular immunity *in vitro*. In our previous report, we successfully recapitulated the anti-tumor cellular immune response of IELs *in vitro* by co-culturing IELs with intestinal tumor-derived organoids (27). In the present study, we used a similar model to examine the anti-tumor immune potential of old IEL CD4^+^ T cells. Organoids were generated from intestinal tumors of APC^min^ mice, a spontaneous model of multiple intestinal tumors, and co-cultured with CD4^+^ T cells and CD3^+^ T cells from SP and IEL of young and old mice to investigate the cytotoxic potential (**Figure 3A**). As shown in **Figures 3B, C**, although IEL CD4^+^ T cells alone showed low cytotoxic activity, old IEL CD3^+^ T cells showed higher cytotoxic activity against tumor organoids than that of young IEL CD3^+^ T cells. Interestingly, the number of old IEL CD3^+^ T cells harvested after the co-incubation was much higher than that of young IEL CD3^+^ T cells (**Figure 3D**). We also confirmed the induction of high levels of MHC-II and PD-L1 on the EpCAM^+^ tumor epithelial cells co-cultured with IEL CD4 or CD3^+^ T cells (**Supplementary Figure 3**). These results suggest that IEL T cells exerted the strong immune response against tumor organoids, and that old IEL CD4^+^ T cells exert their anti-tumor activity through MHC-II dependent antigen presentation with the help of other T cell fractions such as γδT or CD8^+^ T cells.

**Figure 3:**
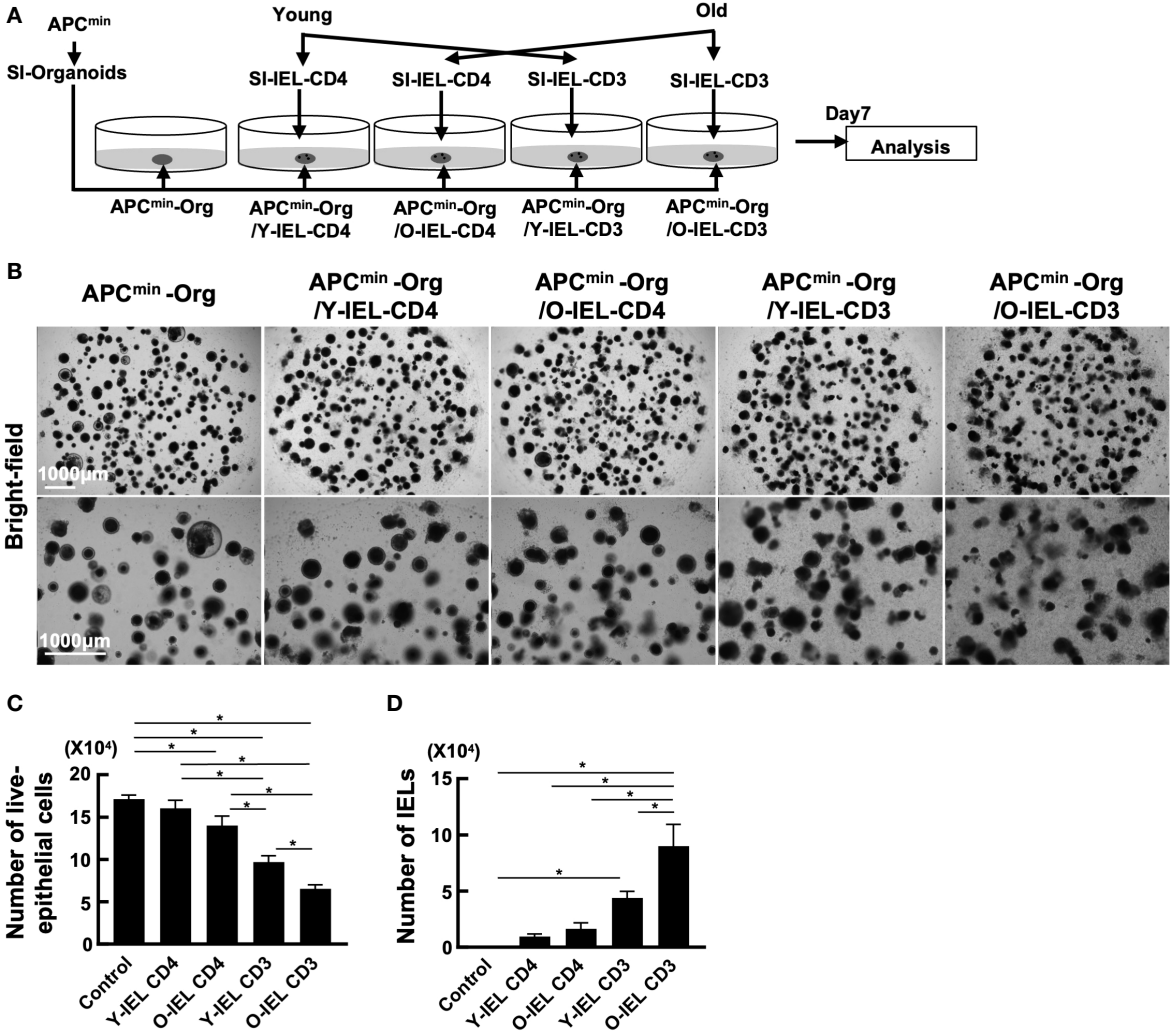
Analysis of anti-tumor cytotoxic function of bulk-old IEL CD4^+^ T cells. To investigate the role of old IEL CD4^+^ T cells in intestinal tumor immunity, we examined their anti-tumor cellular immunity *in vitro*. Pooled data from 2 similar independent experiments were analyzed (n=6 mice/group). “Org” means organoid in this figure. **(A)** Experimental design of this experiment. Organoids were generated from intestinal tumors of APC^min^ mice, and co-cultured with CD4^+^ T cells and CD3^+^ T cells from SP and IEL of young and old mice. After 7 days of co-culture, they were harvested, and the numbers tumor cells and effector T cells were assessed by flow cytometry. **(B)** Representative images of organoids and IELs after 7 days of co-culture. **(C)** The number of live epithelial cells (7-AAD^-^EpCAM^+^CD45^-^ cells) collected from organoids in each group. Graphs show mean ± SEM. ∗P < 0.05. **(D)** Number of IELs (7-AAD^-^EpCAM^-^CD45^+^ cells) in each group (n = 6). Graphs show mean ± SEM. ∗P < 0.05.

### 3.5 Two distinct, unique CD4^+^ T cell subsets were increased in the small intestinal intraepithelial lymphocytes of aged mice

These results showed that although aging intestinal CD4^+^ T cells have similar characteristics to previously reported aging systemic T cells, such as reduced expression of co-stimulatory molecules and reduced proliferative capacity, they also have characteristics that are clearly distinct from those of aging systemic T cells, such as low SASP, high cytotoxicity and CD8αα expression. On the other hand, functional analysis of the bulk IEL CD4^+^ T cells showed limited results.

Therefore, we considered it difficult to understand the characteristics of old IEL CD4^+^ T cells by bulk CD4^+^ T cell analysis, and therefore, single cell analysis was performed with the aim of subdividing aging T cells and precisely studying their characteristics at the single cell level. 

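Single-cell gene expression and TCR sequences were measured on the 10x Genomics platform in T cells of young IEL, old IEL, young SP and old SP, from mice of 6 and 80 weeks. Each group was 1 pool of cells marked with its own hashtag antibody, so the design holds 1 sample per group and no replicates. The methods and the sample labels give 3 mice per age, whereas the legend of Figure 4 gives 6 young and 3 old mice. In IEL, sorted CD3+ cells and CD3+CD4+ cells had been mixed in equal parts, so the share of CD4+ T cells in IEL is set by the sort as well as by the tissue. The authors counted UMIs per gene and cell with Cell Ranger on the mm10 genome and deposited these counts for each group as whole numbers, without normalization. The deposited counts held 4348 cells of young IEL, 5811 of old IEL, 5668 of young SP and 5538 of old SP, and 0 of the 21365 barcodes were listed in more than 1 group. The totals were 32248487 UMIs in young IEL, 33314700 in old IEL, 35009348 in young SP and 39915809 in old SP. The median per cell was 6531 UMIs in young IEL, 5324 in old IEL, 5689 in young SP and 6533.5 in old SP. Since the cells of 1 pool are not replicates, no test between groups was made, and every interval given for the single-cell data is a 95% interval that covers counting error only. Intervals of shares of cells are exact binomial (Clopper-Pearson) and those of UMI levels are exact Poisson.

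Counts were scaled to 10000 per cell and log-transformed, and both ages of a tissue were clustered together by the Leiden algorithm on 2000 variable genes, 10 principal components and 15 nearest neighbours. TCR segment genes and the genes named in section 3.5 and its figures were left out of the variable genes. The resolution was the lowest that gave the number of clusters in the paper, counting clusters with at least 0.5% of the cells, so the number of clusters equals the paper's by construction. With 1 pool per condition, a cluster filled mostly by 1 group may reflect that pool of mice rather than a cell type. Shares of cells with a UMI of a gene depend on depth, so each cell was first thinned to 2000 UMIs at random, which left out 0 cells of young IEL, 130 of old IEL, 29 of young SP and 37 of old SP. Gene levels are sums of UMIs per 10000 UMIs of the cells, and log2 ratios were taken after adding 0.1 to both levels. Gene positions are those of GENCODE M21 on GRCm38, the assembly called mm10.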

CD3^+^ T cells were collected from the SP and IEL of young and old mice and sorted by flow cytometry, and clustering by scRNAseq, expressed gene analysis and T cell receptor repertoire analysis were performed. In young IEL CD4^+^ T cells, which are the focus of this study, are a minor fraction, and in order to analyze a sufficient number of cells, CD4^+^ T cells were enriched in both young and old IEL.

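The IEL cells of both ages reached the preset number of clusters at a resolution of 0.4, numbered here by their size in old IEL. Cluster 1 held 16.8% of the young IEL cells (95% interval 15.7 to 17.9) and 38.3% of the old IEL cells (37.0 to 39.5), and its leading genes included *Cd6*, *Cd5*, *Cd40lg* and *Ifng*. Cluster 2 held 1.98% of young (1.58 to 2.44) and 36.0% of old cells (34.8 to 37.2) and was led by *Gm156*, *Klre1* and *Cd200r2*. Cluster 4, led by *Klra5*, *Tyrobp* and *Epcam*, changed the other way, from 35.7% of young cells to 6.52% of old cells. Cluster 3, with *Plac8* and *Gzmk*, held 11.8% of young and 6.69% of old cells. Cluster 5 resembled effector memory CD4 cells with *Il17a* and *Il22* and held 16.3% of young and 4.89% of old cells. Cluster 6, which resembled natural IEL by *Xcl1* and *Kit*, held 4.72% of young and 4.41% of old cells. The shares of cluster 7 were 1.98% and 2.03%, and its median of 2872.5 UMIs per cell was the lowest of all. Cycling cells formed cluster 8, with 5.18% of young and 0.981% of old cells. Naive CD4-like cells with *Ccr7* and *Lef1* formed cluster 9, with 5.52% of young and 0.138% of old cells. A further 9 cells with *Cd74* and *H2-Aa* were too few to count as a cluster. Clusters 2, 3 and 7 fitted no marker set by the naming rule and cluster 4 fitted only a set of genes shared with myeloid cells, so these are given by number.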

In the UMAP of all T cells, IEL T cells were classified into 9 clusters (**Figure 4A**). Based on the expression pattern of each marker gene, it was confirmed that all IEL T cells analyzed were CD3^+^ T cells, and each cluster was subdivided into CD4, CD8, γδ and DNT; CD4 was further subdivided into CD8αα^+^CD4 and CD8αα^-^CD4 (**Figures 4A–C** and **Supplementary Figure 4**). 

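A UMI of *Cd3d*, *Cd3e* or *Cd3g* was found in 4340 young IEL cells, or 99.82% (95% interval 99.64 to 99.92), and in 5791 old IEL cells, or 99.66% (99.47 to 99.79). The same held for 99.63% of young SP and 99.67% of old SP cells. Each cluster was put in the CD4, CD8 or γδ class by whichever of *Cd4*, *Cd8b1* and *Trdc* had a UMI in most of its cells, with a minimum of 20%. *Cd4* (ENSMUSG00000023274) lies on chromosome 6 from 124864692 to 124888221, *Cd8b1* (ENSMUSG00000053044) on chromosome 6 from 71322788 to 71337494 and *Trdc* (ENSMUSG00000104876) on chromosome 14 from 54142851 to 54148868. The CD4 class held 1987 of the young IEL cells, or 45.7% (44.2 to 47.2), and 4666 of the old IEL cells, or 80.3% (79.3 to 81.3). With K-means in place of Leiden, the alternative that moved these shares most, they were 44.0% and 46.7%. The γδ class held 54.2% of young and 19.7% of old cells, but it also holds αβ T cells, since a TRB chain was found in 50.7% of the cells of cluster 4 and 47.7% of cluster 6. The CD8 class held only the group of 9 cells led by *Cd74*, and no cell was left without a class. Cluster 2 entered the CD4 class narrowly, with a *Cd4* UMI in 31.1% and a *Trdc* UMI in 28.0% of its cells, so the class share in old IEL follows from the rule and includes γδ cells.

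Among the CD4-class clusters, a UMI of *Cd8a* was found in 72.7% of the cells of cluster 1, 99.8% of cluster 2, 20.1% of cluster 5, 68.4% of cluster 8 and 5.24% of cluster 9, before thinning. The median depths of these clusters were 4835, 5985, 6101, 15659.5 and 4896.5 UMIs. Naive CD4-like SP cells, which should lack CD8, gave a background of 3.50% at a median of 5119 UMIs. Among cells with *Cd4* and a TRB chain, a *Cd8b1* UMI was found after thinning in 15 of 653 cells of young IEL, or 2.30%, and 22 of 1104 of old IEL, or 1.99%. These shares lay below the 5.56% of young SP and 4.45% of old SP, measured in the same way.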

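The SP cells of both ages reached the preset number of clusters at a resolution of 0.2. In order of their size in old SP, the clusters held 2757, 1741, 2590, 3401, 507 and 180 cells. Another 30 cells with the B cell genes *Cd74* and *Cd79a* were too few to count. The median depth was 9369 UMIs in cluster 1, 4478 in cluster 2, 6320 in cluster 3, 4190 in cluster 5 and 5244.5 in cluster 6.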

SP T cells were grouped into 6 clusters (**Figures 4D–F**). 

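Leading genes and shares of SP cells with a UMI, before thinning, were used to describe the clusters. Cluster 1 had *Cd8b1* in 91.3% and *Cd44* in 52.8% of its cells, was led by *Gzmm*, *Klrc1*, *Ly6c2* and *Ccl5*, and resembled central memory CD8 cells. Cluster 2 had *Cd4* in 64.7% of its cells, and its leading genes *Foxp3*, *Ctla4* and *Ikzf2* came from a part of it, since *Foxp3* was found in 28.7% of its cells. Its leading genes also included *S100a4*, *Maf* and *Izumo1r*, which belong to the marker set of effector memory CD4 cells. Cluster 3, led by *Dapl1*, *Cd8a* and *Lef1*, was naive CD8-like, with *Cd8b1* in 95.9% and *Cd44* in 14.8% of its cells. Cluster 4, led by *Ly6c1*, *Igfbp4* and *Cd4*, was naive CD4-like, with *Cd4* in 63.5% and *Cd44* in 13.3% of its cells. In cluster 5, which resembled effector memory CD8 cells by *Gzmk*, *Ccl3* and *Ccl4*, *Cd8b1* was found in 52.1% and *Cd4* in 22.5% of the cells. Cluster 6 was led by *Ckb*, *Cxcr6* and *Zbtb16* and was not named, with *Trdc* in 5% of its cells and a TRB chain in 85% of them. The background for *Cd8b1* was 12.3% in the CD4 cells of cluster 4, and for *Cd4* it was 3.40% in the CD8 cells of cluster 3.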

Based on the expression of each marker gene, splenic T cells were classified as naïve CD4, naïve CD8, central memory CD8, effector memory CD8, effector memory CD4 and γδ T cells (**Figures 4D–F** and **Supplementary Figure 4**). 

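Naive-like cells, those of SP clusters 3 and 4 together, were 4341 of the young SP cells, or 76.6% (95% interval 75.5 to 77.7), and 1650 of the old SP cells, or 29.8% (28.6 to 31.0). Naive CD4-like cells fell from 45.8% to 14.6% of the cells and naive CD8-like cells from 30.8% to 15.2%. The largest rise was in the central memory CD8-like cluster, from 7.98% to 41.6%. Of the 2305 old cells of this cluster, 1346 belonged to 1 clonotype. The shares of old SP therefore depend in part on this clonotype, and they were not taken without it. The CD4 cluster with *Foxp3* and *Ctla4* rose from 12.1% to 19.0% and the effector memory CD8-like cluster from 0.917% to 8.22%, whereas cluster 6 was 2.14% of young and 1.07% of old cells. K-means moved the naive-like share most, to 85.6% of young and 35.3% of old SP cells.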

As previously reported, young SP were predominantly naïve, whereas old SP showed a marked increase in memory CD4 and CD8 (**Figures 4D, E**). 

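The CD8αα+CD4+ phenotype was measured as *Cd8a* UMIs in cells with a *Cd4* UMI, a productive TRB chain and no UMI of *Cd8b1* or *Trdc*. *Cd8a* (ENSMUSG00000053977) lies on chromosome 6 from 71373427 to 71379173. After thinning, 202 of 631 such cells had a *Cd8a* UMI in young IEL, or 32.0% (95% interval 28.4 to 35.8), and 732 of 1075 in old IEL, or 68.1% (65.2 to 70.9). In SP, which gives the background, the share was 0.581% (0.213 to 1.26) in young and 1.14% (0.493 to 2.23) in old cells. The median depth of the gated cells was 6139 UMIs in young IEL, 5062 in old IEL, 5294 in young SP and 4521 in old SP. Thinning to 1000 UMIs moved these shares most, to 24.5% in young IEL and 54.5% in old IEL.

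The separation of the ages was measured as the mean share of a cell's nearest neighbours that came from the other age, with equal numbers of young and old cells, where full mixing gives 50%. This share was 17.2% in IEL, with 4348 cells per age, and 26.4% in SP, with 5538 cells per age. The share also falls where the ages fill the clusters unequally, as they did in both tissues, so it does not measure overlap within a cluster. The alternative that moved the IEL value most was chosen after seeing the data and thinned every cell to 2000 UMIs, which gave 22.3%.

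**Figure D1:**
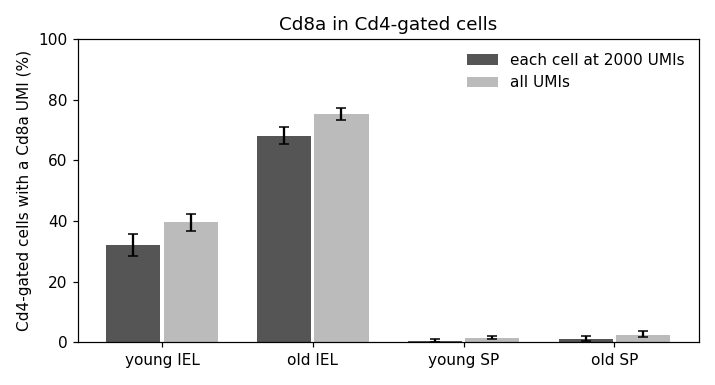
Share of *Cd4*-gated cells with a *Cd8a* UMI in each group, in % of the gated cells, at 2000 UMIs per cell (dark bars) and with all UMIs (light bars), with 95% binomial intervals. With all UMIs the share was 39.5% in young IEL and 75.4% in old IEL.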

Interestingly, comparison of old and young IEL showed that they were quite different, with young IEL being dominated by CD4, CD8 and γδ T cells, whereas old IEL showed the appearance of age-specific CD8αα^+^CD4^+^ T cell clusters, whereas in SP, most of the fractions were overlapped between young and old T cells (**Figures 4A, B**).

**Figure 4:**
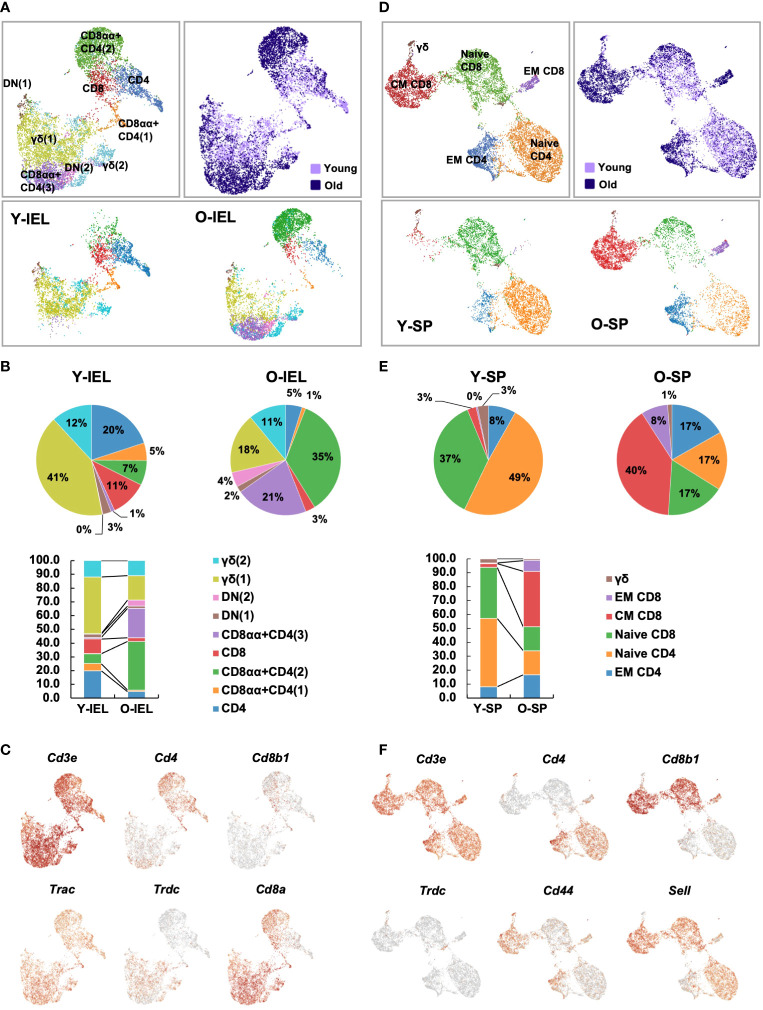
Single-cell gene expression analysis of SP and IEL T cells. SI-IELs or SP cells were collected and pooled from young (6-weeks old) or old (80-weeks old) C57BL/6 mice. The cells from 6 young mice and 3 old mice were mixed and pooled as young SP, young IEL, old SP and old IEL. To enrich CD4^+^ cells, which are a rare population in young IEL, CD3^+^ cells and CD3^+^CD4^+^ cells were mixed as 1:1 in young and old IEL. **(A)** UMAP projection of young and old IEL T cells. **(B)** The proportion of each cluster in IEL T cells. **(C)** Expression of canonical marker genes to define each cluster in IEL T cells. **(D)** UMAP projection of young and old SP T cells. The definition of each cluster is described in the first column. **(E)** The proportion of each cluster in SP T cells. **(F)** Expression of canonical marker genes to define each cluster in SP T cells.

To further analyze the aging-related changes in the IEL CD4 fraction, re-clustering was performed and revealed that IEL CD4^+^ T cells fell into five clusters (**Figure 5A**). 

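The cells of the CD4-class IEL clusters were clustered again with the same settings, and the preset number of sub-clusters was reached at a resolution of 0.2. Sub-cluster 1 held 2930 cells, with *Cd4* in 66.8%, *Cd8b1* in 20.7% and *Trdc* in 1.23% of them before thinning. Sub-cluster 2 held 2165 cells, with *Cd4* in 30.9%, *Cd8b1* in 2.77% and *Trdc* in 28.0% of them, so it combined CD4+ T cells with γδ T cells. A TRB chain was found in 62.4% of its cells. It also held αβ T cells without *Cd4*, since 60 of its cells belonged to the third largest clonotype of old IEL. That clonotype had no *Cd4* or *Cd8b1* UMI after thinning. *Cd4* was found in 73.5% of the 1051 cells of sub-cluster 3, 58.2% of the 273 cells of sub-cluster 4 and 52.6% of the 234 cells of sub-cluster 5. The background of *Trdc* was 1.09% in the naive CD4-like cells of SP. Median depths were 4835 UMIs in sub-cluster 1, 5991 in sub-cluster 2, 6085 in sub-cluster 3, 15664 in sub-cluster 4 and 4890.5 in sub-cluster 5.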

Old IEL CD4^+^ T cells were broadly subdivided into two clusters, C1 and C2; C2 was also present in young IEL CD4^+^ T cells, albeit at a lower proportion, whereas C1 was found to be an old IEL CD4^+^ T cell specific fraction (**Figures 5A, B**). 

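Sub-cluster 1 held 718 of the young CD4-class cells, or 36.1% (95% interval 34.0 to 38.3), and 2212 of the old ones, or 47.4% (46.0 to 48.9). Sub-cluster 2 held 86 young cells, or 4.33% (3.48 to 5.32), and 2079 old cells, or 44.6% (43.1 to 46.0). Sub-cluster 3 fell from 37.2% of young to 6.67% of old cells, sub-cluster 4 from 10.8% to 1.24% and sub-cluster 5 from 11.5% to 0.129%. Within sub-cluster 1 the ages were still apart, with 16.2% of neighbours from the other age, against 35.9% in sub-cluster 3. Both of these values were chosen after the clusters were seen. The value of sub-cluster 1 was not taken without the largest clonotype, which held 978 of its 2212 old cells. K-means moved the old shares most, to 86.4% in the largest and 8.76% in the second largest sub-cluster, the latter without any cell of the second largest clonotype and so not a counterpart of sub-cluster 2. Without doublets the order of the ages in sub-cluster 1 changed, with 58.3% of young and 51.1% of old cells. *Cd8b1* was found after thinning in 29.0% of the young and 12.2% of the old cells of sub-cluster 1, against 6.28% of naive CD4-like SP cells, so cells with *Cd8b1* above background were more frequent in its young part. When only *Cd4*-gated cells were clustered, sub-cluster 1 held 34.9% of young and 59.7% of old cells and sub-cluster 2 held 15.2% and 31.4%.

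**Figure D2:**
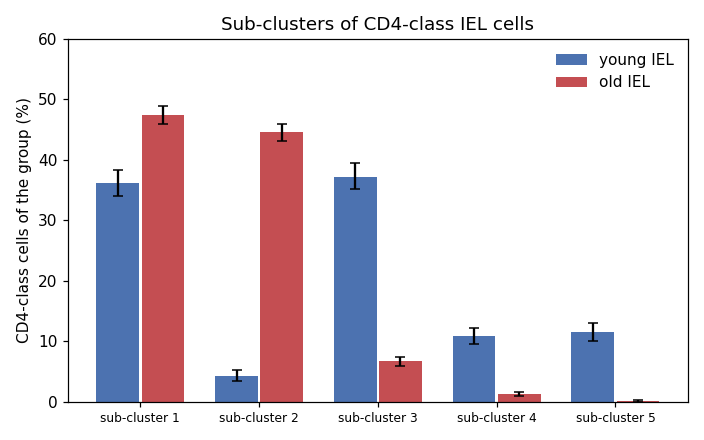
Share of the CD4-class cells of young IEL (blue) and old IEL (red) in each of the 5 sub-clusters, in %, with 95% binomial intervals. Sub-cluster 2 rose from 4.33% to 44.6%.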

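The 10 leading genes of each sub-cluster, by ratio to the other sub-clusters, had no gene in common. Sub-cluster 1 scored highest on the marker set of effector memory CD8 cells and was led by *Cd8b1*, *A430093F15Rik*, *Ccl4*, *Cd6*, *Scin*, *Cd226*, *Cd5*, *Ifng*, *Cd40lg* and *Gzmk*. Sub-cluster 2 scored highest on the set of natural IEL, and its leading genes were *Gm156*, *Tyrobp*, *Fcer1g*, *Cd200r2*, *Klre1*, *Klrd1*, *Clnk*, *Frmd5*, *Napsa* and *Lyn*. Sub-cluster 3 resembled effector memory CD4 cells and included *Tnfrsf4*, *S100a4* and *Il18r1*. Cycling genes such as *Pclaf*, *Stmn1* and *Birc5* led sub-cluster 4, and the naive T cell genes *Ccr7*, *Klf2* and *S1pr1* led sub-cluster 5. Genes other than those named in the paper were open to the clustering, so these lists describe the clusters and do not test them.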

According to the pathway analysis, C1 and C2 are independent of each other, whereas C4 and C5 or C3 and C4 had some association (**Figure 5C**). Pathway analysis also revealed that although the NK-kB signaling, Th17, and chemokine signaling pathways were enriched in C1 subset compared to C2, the NK cell-mediated cytotoxicity and JAK-STAT signaling pathways were enriched in C2 subset compared to C1 (**Figures 5D–F**).

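Gene sets were compared between the largest and the second largest clonotype of old IEL, whose TCR sequences had no part in the clustering. The lists had been written by hand beforehand and are not the KEGG lists of the paper, and only genes with at least 0.2 UMIs per 10000 were counted. Each median log2 ratio of the largest to the second clonotype was ranked among 10000 random lists matched on expression. For NF-κB signaling, 18 of 29 genes were higher in the largest clonotype, with a median log2 ratio of 0.15, above 98.2% of the random lists, whose 95% range was -0.13 to 0.13. The Th17 list had 10 of 17 genes higher and a median of 0.53, above every random list. For chemokine signaling the median of 20 genes was 0.21, above 94.3% of the random lists. The list of NK cell-mediated cytotoxicity had a median of -0.23 over 31 genes, below every random list. The JAK-STAT list had a median of -0.08 over 32 genes, with 5.71% of the random lists lower. A list of TCR signaling genes was also above every random list, with a median of 0.36 over 35 genes. Genes of 1 list are not independent replicates. Leaving out the genes the paper names moved a list most, with the median of TCR signaling at 0.15. With the sub-clusters in place of the clonotypes, the chemokine median of 0.24 exceeded 98.6% of the random lists and the JAK-STAT median of 0.01 exceeded 52.8%. Between the clonotypes, the chemokine median was 0.12 with a minimum of 0.5 UMIs, above 69.5% of the random lists, and 0.12 without the genes the paper names, above 76.8%.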

**Figure 5:**
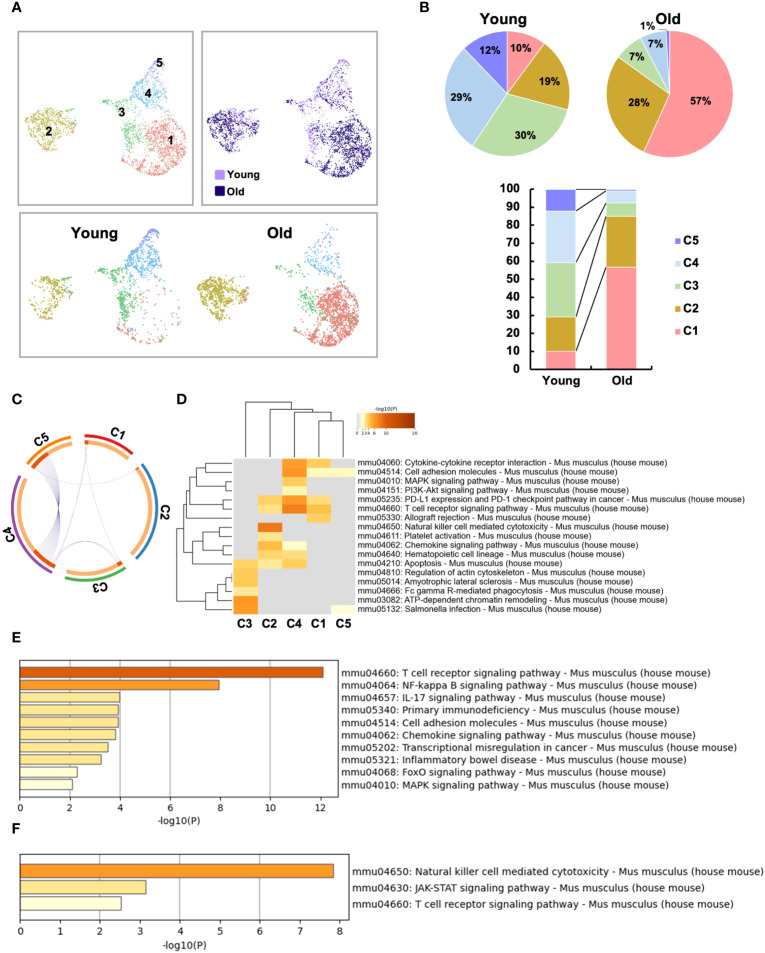
Two distinct, unique CD4^+^ T cell subsets were increased in the small intestinal intraepithelial lymphocytes of aged mice. To further analyze the age-related changes in the IEL CD4 fraction, re-clustering was performed. **(A)** UMAP projection of sub-clustered IEL CD4^+^ T cells from young and old mice. **(B)** The proportion of each cluster in IEL CD4^+^ T cells from young and old mice. **(C)** The Circos plot shows how genes from the input gene lists overlap. Inside, each arc represents a gene list, with each gene member of that list is assigned a point on the arc. Dark orange color represents the genes that are shared by multiple lists and light orange color represents genes that are unique to that gene list. Purple lines connect the same gene that is shared by multiple gene lists. **(D)** KEGG pathway analysis of genes enriched in each cluster. Heatmap cells are colored based on the P-values of the enriched terms, and white cells indicate the lack of enrichment for that term. **(E)** KEGG pathway analysis of genes enriched in cluster1 compared to cluster2. **(F)** KEGG pathway analysis of genes enriched in cluster2 compared to cluster1.

We therefore defined C1 as age-related IEL CD4^+^ T cell subset 1, and C2 as age-related IEL CD4^+^ T cell subset 2, and noticed their gene expression. 

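Levels of the genes in Figure 6 and Supplementary Figure 5 were compared between sub-clusters 1 and 2 in old IEL, with 10761180 and 13002284 UMIs in all. The median depth was 4570 UMIs per cell in sub-cluster 1 and 5961 in sub-cluster 2. None of these genes had been used to form the clusters. Sub-cluster 2 also holds γδ T cells and αβ T cells without *Cd4*. Each ratio was therefore compared with that between the 1040 CD4-class cells of the largest clonotype and the 637 of the second. The ratios of several genes depended on this choice. The log2 ratio of *Trdc* was -3.16 between the sub-clusters but 0.02 between the clonotypes, where the intervals overlapped. It was 2.91 and 0.40 for *Cd8b1* and 0.17 and 1.77 for *Il17a*, and for *Pdcd1* the intervals overlapped between the sub-clusters, against -0.77 between the clonotypes. *Cd4* was at 3.14 UMIs per 10000 in sub-cluster 1 and 0.986 in sub-cluster 2, a log2 ratio of 1.58, against 0.71 between the clonotypes.

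**Figure D3:**
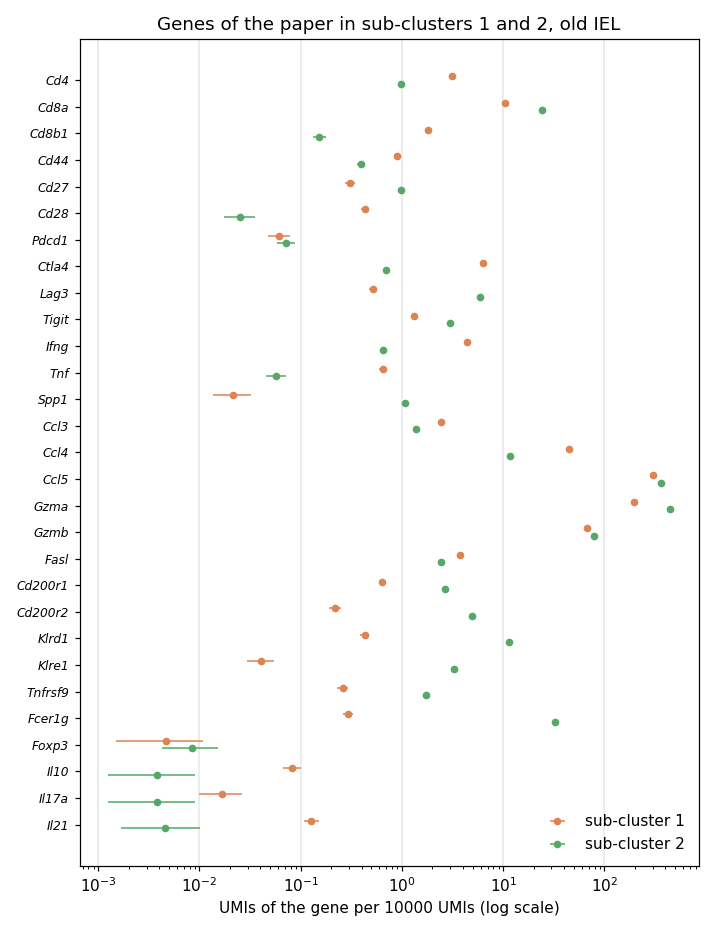
Levels of the genes in sub-clusters 1 (orange) and 2 (green) of old IEL, in UMIs per 10000 UMIs on a log axis, with 95% Poisson intervals. *Fcer1g* was at 0.295 in sub-cluster 1 and 32.2 in sub-cluster 2.

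From its analysis of the clusters and of the pathways that differed between C1 and C2, the paper defines them as 2 age-related subsets of IEL CD4+ T cells.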

In terms of age-related genes, although both didn’t express *Cd28*, subset 2 expressed low levels of *Cd27*. 

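*Cd28* (ENSMUSG00000026012) lies on chromosome 1 from 60716800 to 60773359. It was at 0.433 UMIs per 10000 (95% interval 0.395 to 0.474) in sub-cluster 1 and 0.0254 (0.0175 to 0.0356) in sub-cluster 2 of old IEL, a log2 ratio of 2.09. After thinning, 7.00% of the cells of sub-cluster 1 and 0.388% of sub-cluster 2 had a *Cd28* UMI, against 30.8% of naive CD4-like SP cells. Old IEL γδ T cells, which should lack CD28, gave 0.770% at a median of 6094 UMIs. *Cd27* (ENSMUSG00000030336) lies on chromosome 6 from 125232622 to 125237010. Its level was 0.306 (0.274 to 0.341) in sub-cluster 1, 0.971 (0.918 to 1.03) in sub-cluster 2 and 1.99 in naive CD4-like SP cells. A *Cd27* UMI was found in 5.46% of the cells of sub-cluster 1 and 16.4% of sub-cluster 2.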

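*Ctla4* (ENSMUSG00000026011) lies on chromosome 1 from 60887000 to 60915832. In old IEL its level was 6.28 UMIs per 10000 (95% interval 6.13 to 6.43) in sub-cluster 1 and 0.703 (0.658 to 0.750) in sub-cluster 2. In sub-clusters 3 and 4 of old IEL it was 12.9 and 3.49. After thinning, 57.9% of the cells of sub-cluster 1 and 8.82% of sub-cluster 2 had a *Ctla4* UMI, against 2.98% of naive CD4-like SP cells. *Lag3* (ENSMUSG00000030124) lies on chromosome 6 from 124904361 to 124911705 and went the other way, with 0.512 (0.470 to 0.557) in sub-cluster 1 and 5.85 (5.72 to 5.98) in sub-cluster 2. Its UMIs were found in 8.40% and 64.8% of the cells, against 0.325% of the naive CD4-like cells. *Tigit* (ENSMUSG00000071552) lies on chromosome 16 from 43648867 to 43664146. Its level was 1.31 (1.24 to 1.38) in sub-cluster 1 and 3.00 (2.91 to 3.10) in sub-cluster 2, with UMIs in 21.3% and 42.2% of the cells and in 0.177% of the naive CD4-like cells. Between the clonotypes, the log2 ratios of the largest to the second were 3.80 for *Ctla4*, -3.86 for *Lag3* and -1.32 for *Tigit*.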

Subset 1 and other clusters expressed *Ctla4*, whereas subset 2 didn’t express it but expressed high levels of *Lag3* and *Tigit* (**Figure 6A** and **Supplementary Figure 5A**).

**Figure 6:**
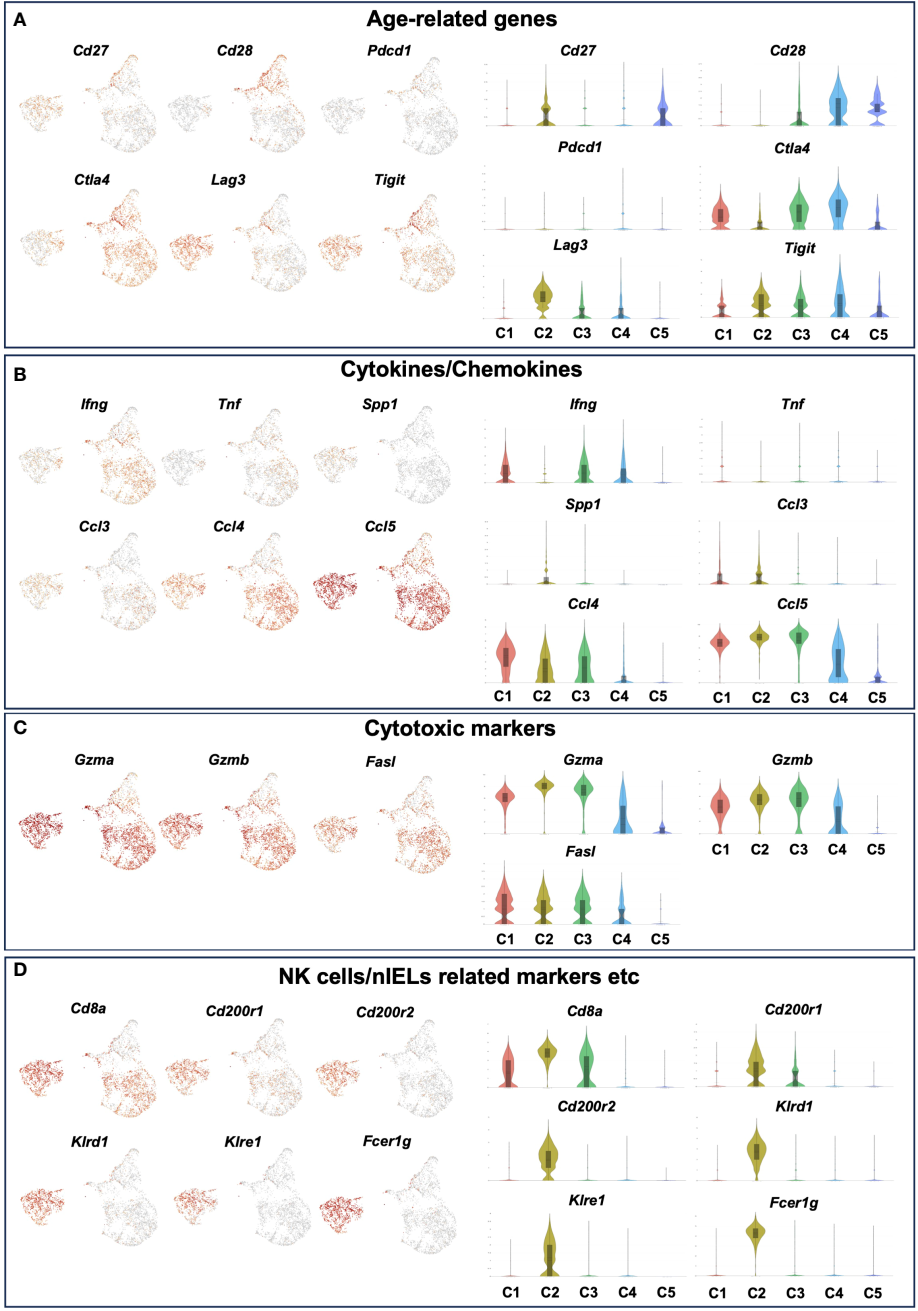
The expression level of age-related genes, cytokines/chemokines, cytotoxic markers and NK cells/nIELs related genes in each cluster of young and old IEL CD4^+^ T cells. Gene expression of each cluster of young and old IEL CD4^+^ T cells defied in **Figure 5**. **(A)** Age-related genes. **(B)** Cytokine/Chemokine genes. **(C)** Cytotoxic marker genes. **(D)** NK cells/nIELs related genes and others.

Regarding cytokines and chemokines, subset 1 expressed *Ifng*, whereas subset 2 didn’t express it. Both subsets didn’t express *Tnf*, which is consistent with the result of the bulk CD4^+^ T cell analysis (**Figure 2E**). 

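*Ifng* (ENSMUSG00000055170) lies on chromosome 10 from 118441046 to 118445892. Its level in old IEL was 4.38 UMIs per 10000 (95% interval 4.25 to 4.50) in sub-cluster 1 and 0.655 (0.612 to 0.701) in sub-cluster 2, a log2 ratio of 2.57. After thinning, an *Ifng* UMI was found in 43.1% of the cells of sub-cluster 1 and 10.8% of sub-cluster 2, against a background of 0.148% in naive CD4-like SP cells. In young IEL the level was 1.70 in sub-cluster 1 and 0.176 in sub-cluster 2, which held 86 cells. The log2 ratio of the largest to the second clonotype was 2.81.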

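*Tnf* (ENSMUSG00000024401) lies on chromosome 17 from 35199381 to 35202007. In old IEL it was at 0.645 UMIs per 10000 (95% interval 0.598 to 0.695) in sub-cluster 1 and 0.0577 (0.0454 to 0.0723) in sub-cluster 2. The level in naive CD4-like SP cells was 0.302. A *Tnf* UMI was found after thinning in 11.5% of the cells of sub-cluster 1, 1.16% of sub-cluster 2 and 5.40% of naive CD4-like SP cells.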

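The genes of the chemokines lie on chromosome 11, *Ccl3* (ENSMUSG00000000982) from 83647844 to 83649355, *Ccl4* (ENSMUSG00000018930) from 83662584 to 83664683 and *Ccl5* (ENSMUSG00000035042) from 83525778 to 83530518. In sub-cluster 1 of old IEL, *Ccl3* was at 2.42 UMIs per 10000 (95% interval 2.33 to 2.51), *Ccl4* at 44.6 (44.2 to 45.0) and *Ccl5* at 300.5 (299.5 to 301.6). In sub-cluster 2 these levels were 1.39 (1.32 to 1.45), 11.8 (11.6 to 12.0) and 366 (365 to 367). After thinning, a *Ccl3* UMI was found in 19.1% of the cells of sub-cluster 1 and 19.4% of sub-cluster 2, and a *Ccl4* UMI in 86.0% and 50.3%. In naive CD4-like SP cells the shares were 0.0295% for *Ccl3*, 1.06% for *Ccl4* and 12.6% for *Ccl5*, which was found in 99.95% of the cells of sub-cluster 1 and in every cell of sub-cluster 2.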

Interestingly, both subsets expressed the chemokines *Ccl3, Ccl4* and *Ccl5* (**Figure 6B**).

In terms of cytotoxic markers, both subsets expressed high levels of *Gzma, Gzmb*, but subset 2 expressed higher levels of them than subset 1. Both expressed *Fasl* (**Figure 6C** and **Supplementary Figure 5B**).

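*Gzma* (ENSMUSG00000023132) lies on chromosome 13 from 113093825 to 113100981 and *Gzmb* (ENSMUSG00000015437) on chromosome 14 from 56258838 to 56262260. In old IEL, *Gzma* was at 194 UMIs per 10000 (95% interval 193 to 195) in sub-cluster 1 and 447 (446 to 448) in sub-cluster 2, a log2 ratio of -1.20. *Gzmb* was at 67.5 (67.0 to 67.9) and 78.5 (78.0 to 78.9), a smaller difference with a log2 ratio of -0.22. After thinning, *Gzma* was found in 96.4% and 99.7% of the cells and *Gzmb* in 93.0% and 97.2%, against 11.3% and 3.60% of naive CD4-like SP cells. In young IEL, the intervals of *Gzmb* in the sub-clusters overlapped, at 82.8 and 80.5.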

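*Fasl* (ENSMUSG00000000817) lies on chromosome 1 from 161780689 to 161788495. Its level in old IEL was 3.75 UMIs per 10000 (95% interval 3.63 to 3.87) in sub-cluster 1 and 2.43 (2.35 to 2.52) in sub-cluster 2. After thinning, 51.3% and 37.5% of the cells had a *Fasl* UMI, against 1.68% of naive CD4-like SP cells.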

Although both subsets expressed high levels of *Cd8a*, subset 2 expressed higher levels of it than subset 1 (**Figure 6D**). 

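In old IEL, *Cd8a* was at 10.4 UMIs per 10000 (95% interval 10.3 to 10.6) in sub-cluster 1 and 24.3 (24.1 to 24.6) in sub-cluster 2, a log2 ratio of -1.21. Between the clonotypes the log2 ratio was -1.57. For comparison, naive CD8-like SP cells had 5.57 and naive CD4-like SP cells 0.166 UMIs per 10000. After thinning, a *Cd8a* UMI was found in 65.3% of the cells of sub-cluster 1, 98.5% of sub-cluster 2 and 1.86% of naive CD4-like SP cells. In young IEL the levels were 10.6 in sub-cluster 1 and 23.3 in sub-cluster 2. Part of the *Cd8a* of sub-cluster 1 came with *Cd8b1*, which was at 3.73 in young and 1.80 in old cells. Among *Cd4*-gated cells, without *Cd8b1*, *Cd8a* was at 5.61 in young and 13.1 in old IEL.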

Interestingly, subset 2 expressed very unique genes such as *Cd200r1, Cd200r2, klrd1, klre1, Tnfrsf9* and *Fcer1g*, which are features of natural IEL (**Figure 6D** and **Supplementary Figure 5C**). Both subsets didn’t express Treg marker genes such as *foxp3* and *Il10*, or Th17 marker genes such as *Il17a* and *Il21* (**Supplementary Figure 5D**).

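*Fcer1g* (ENSMUSG00000058715) lies on chromosome 1 from 171229572 to 171234365. In old IEL it was found after thinning in 2.24% of the cells of sub-cluster 1 and 98.1% of sub-cluster 2, against 0.649% of naive CD4-like SP cells, and the log2 ratio of its levels was -6.35. *Klrd1* (ENSMUSG00000030165, chromosome 6, 129591782 to 129598775) was at 0.428 UMIs per 10000 (95% interval 0.389 to 0.468) in sub-cluster 1 and 11.4 (11.2 to 11.6) in sub-cluster 2. *Klre1* (ENSMUSG00000050241, chromosome 6, 129577905 to 129585827) was at 0.0409 (0.0297 to 0.0549) and 3.25 (3.15 to 3.35). *Cd200r2* (ENSMUSG00000090176, chromosome 16, 44867097 to 44915840) was at 0.219 (0.192 to 0.249) and 4.93 (4.81 to 5.06). *Cd200r1* (ENSMUSG00000022667, chromosome 16, 44765736 to 44794978) differed less, with 0.639 (0.592 to 0.689) and 2.68 (2.59 to 2.77). *Tnfrsf9* (ENSMUSG00000028965, chromosome 4, 150914562 to 150946102) was at 0.259 (0.230 to 0.292) and 1.74 (1.67 to 1.82). The share of cells of sub-cluster 2 with a UMI was 83.3% for *Klrd1*, 43.9% for *Klre1*, 58.0% for *Cd200r2*, 40.4% for *Cd200r1* and 22.4% for *Tnfrsf9*. In naive CD4-like SP cells the highest of these shares was 4.40%, for *Klrd1*. The ratios also held between the clonotypes, from -2.39 for *Cd200r1* to -5.58 for *Fcer1g*. In young IEL, *Fcer1g* was at 32.0 UMIs per 10000 in sub-cluster 2.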

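*Foxp3* (ENSMUSG00000039521, chromosome X, 7573644 to 7595245) had 5 UMIs in sub-cluster 1 and 11 in sub-cluster 2 of old IEL. Its levels of 0.00465 and 0.00846 UMIs per 10000 lay below the 0.0426 of naive CD4-like SP cells. *Il17a* (ENSMUSG00000025929, chromosome 1, 20730905 to 20734496) was at 0.0167 (95% interval 0.00991 to 0.0264) and 0.00385 (0.00125 to 0.00897), against 0.0144 in naive CD4-like SP cells. *Il10* (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974) was at 0.0827 (0.0664 to 0.102) in sub-cluster 1, with a UMI after thinning in 1.07% of the cells, against 0.148% of naive CD4-like SP cells. *Il21* (ENSMUSG00000027718, chromosome 3, 37222759 to 37232636) was at 0.127 (0.107 to 0.151) in sub-cluster 1, with a UMI in 1.87% of the cells, against 0.0885%. In sub-cluster 2, *Il10* was found in 0.0485% of the cells after thinning, and *Il21* was at 0.00462, with 6 UMIs, against 0.00221 in naive CD4-like SP cells, and the intervals overlapped. In sub-cluster 3 of old IEL these genes were higher, at 0.932 for *Foxp3*, 0.816 for *Il10*, 19.1 for *Il17a* and 0.431 for *Il21*.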

TCR repertoire analysis was performed to determine age-related changes in T cell clonality in IEL and SP. 

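TCR chains came from the authors' TCR table of each group, and the clonotypes are those that the authors' Cell Ranger run assigned per cell, counted over the cells in the gene expression data. A clonotype was assigned to 2810 cells of young IEL, or 64.6%, 3906 of old IEL, or 67.2%, 5266 of young SP, or 92.9%, and 5082 of old SP, or 91.8%. A productive TRB chain was found in 2760, 3586, 5182 and 4783 cells in the same order, and both a TRA and a TRB chain in 2343, 3154, 4669 and 4367. γδ T cells carry no such chains, which lowers the IEL shares. Cells with 2 or more TRB or 3 or more TRA chains were 188 in young IEL, 94 in old IEL, 328 in young SP and 189 in old SP.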

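In young SP, the 5266 cells carried 5248 clonotypes, 5232 of them in a single cell, and the largest held 3 cells. In old SP, the 5082 cells carried 3464 clonotypes, and the largest held 1352 cells, or 26.6% (95% interval 25.4 to 27.8). The second largest held 30 cells. Cells whose clonotype was found only once were 99.4% of young SP and 65.3% of old SP cells. To compare groups at equal size, the number of clonotypes expected in 1000 random cells was computed, which was 999.3 in young SP and 715.4 in old SP. Without the largest clonotype, an alternative chosen after seeing the data, it was 967.3 in old SP.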

Diversity was predominantly reduced at SP (**Figures 7A–C** and **Supplementary Figure 6**), as previously reported (28, 29). 

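In young IEL, 2810 cells carried 1802 clonotypes, and in old IEL, 3906 cells carried 842. The largest clonotype held 27 cells in young IEL, or 0.961% (95% interval 0.634 to 1.40), and 1047 cells in old IEL, or 26.8% (25.4 to 28.2). The second largest of old IEL held 673 cells, or 17.2% (16.1 to 18.5), so both together made up 44.0% (42.5 to 45.6), against 1.85% in young IEL. The 10 largest clonotypes made up 7.58% (6.63 to 8.62) of young and 58.7% (57.1 to 60.3) of old IEL cells. Clonotypes of at least 22 cells numbered 5 in young and 17 in old IEL. Cells whose clonotype was found only once were 52.2% of young and 17.0% of old IEL cells. Among 1000 random cells, 762.5 clonotypes were expected in young IEL and 289.6 in old IEL, and without both largest clonotypes, an alternative chosen after seeing the data, 453.3 in old IEL. The share of the largest clonotype in old IEL moved most when it was taken over all barcodes, with or without a clonotype, to 18.0%.

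**Figure D4:**
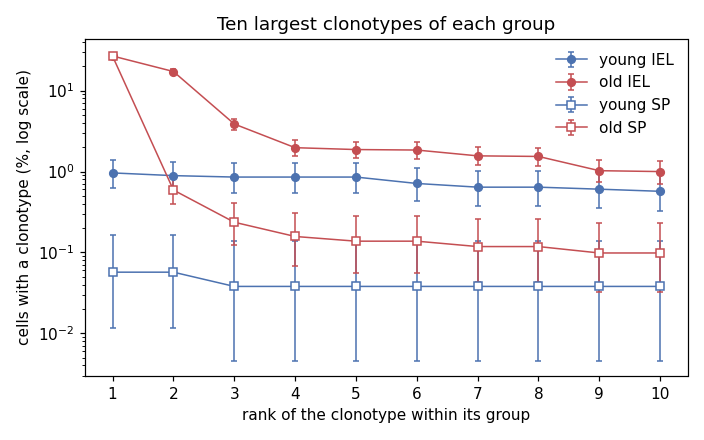
Share of the 10 largest clonotypes of each group, in % of the cells with a clonotype on a log axis, with 95% binomial intervals. The clonotype of rank 1 held 26.8% of the cells in old IEL and 0.961% in young IEL.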

In the gut, diversity was also significantly reduced, with less than 22 of the top chronotypes showing diversity in young IEL, whereas in old IEL, two chronotypes formed the majority, and the frequency of the others was significantly reduced (**Figures 7A–C** and **Supplementary Figure 6**). 

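The largest clonotype of old IEL had the TRA chain TRAV13D-2 and TRAJ58 with the CDR3 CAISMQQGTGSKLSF in 1018 of its cells and the TRB chain TRBV2 and TRBJ1-6 with the CDR3 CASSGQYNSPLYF in 799. Of its 1040 CD4-class cells, 978 were in sub-cluster 1, or 94.0% (95% interval 92.4 to 95.4), and 15 were in sub-cluster 2. They made up 54.3% of the old cells of sub-cluster 1 with a clonotype. The second largest clonotype had TRAV5-1 and TRAJ26 with the CDR3 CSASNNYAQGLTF and TRBV13-1 and TRBJ2-3 with the CDR3 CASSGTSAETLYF. Of all 673 cells of the second clonotype, 637 were in IEL cluster 2, or 94.7% (92.7 to 96.2), and 21 in IEL cluster 6. Its CD4-class cells were those of IEL cluster 2 alone, and all of them fell in sub-cluster 2, where they made up 47.7% of the old cells with a clonotype. K-means moved the share of the largest clonotype most, to 97.1%, and left no cell of the second in the CD4 class. After thinning, a *Cd4* UMI was found in 48.9% of the cells of the largest clonotype at a median depth of 4675 UMIs and in 35.8% of those of the second at 5686. The third clonotype, the background for *Cd4*, had 0 such cells among its 151 cells, which allows a share of up to 1.99%, at a median of 5989 UMIs. The TRB chain of the largest clonotype was found in 0 of 2760 young IEL cells with a TRB chain, which allows up to 0.109%, and that of the second in 1.

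Young IEL cells of the same sub-clusters were spread over many clonotypes. Sub-cluster 1 of young IEL had 303 clonotypes in 648 cells, with 3.24% in the largest, and sub-cluster 2 had 45 clonotypes in 46 cells. Only 3 of the young cells of sub-cluster 2 were *Cd4*-gated, so its spread is mostly that of other cells. The *Cd4*-gated cells of sub-cluster 2 in old IEL had 20 clonotypes in 530 cells, with 78.1% in the largest.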

Interestingly, the most abundant chronotype (830) was found to be expressed in most of subset 1, whereas the second most abundant chronotype (439) was found to be expressed only in subset 2. In contrast, the old SP chronotype was concentrated in one clonotype, and this TCR was concentrated in the central memory CD8 (**Figures 7D, E**).

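The largest clonotype of old SP had TRAV13-2 and TRAJ34 with the CDR3 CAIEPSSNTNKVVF in 1332 of its cells and TRBV2 and TRBJ2-7 with the CDR3 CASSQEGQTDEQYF in 1141. In SP cluster 1, which resembled central memory CD8 cells, lay 1346 of its cells, or 99.6% (95% interval 99.0 to 99.8). After thinning, 92.1% of its cells had a *Cd8b1* UMI and 0.148% a *Cd4* UMI. Its median depth was 10335.5 UMIs per cell. All cells of the clonotypes of ranks 2 and 3, 30 and 12 cells, were in the same cluster.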

**Figure 7:**
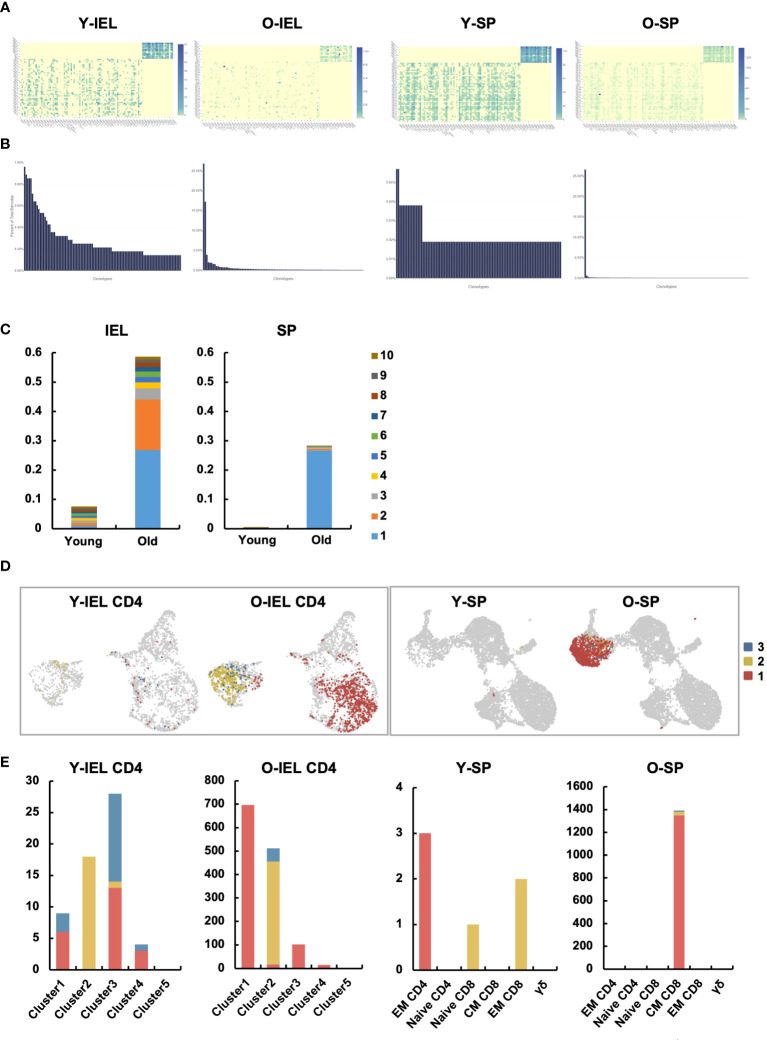
Two distinct age-related IEL CD4^+^ T cell subsets showed very specific TCR chronotypes that differed each other. TCR repertoire analysis was performed to determine age-related changes in T cell clonality in IEL and SP. **(A)** Heatmaps show the expression frequency of V-J gene pairs in young IEL (Y-IEL), old IEL (O-IEL), young SP (Y-SP) and old SP T cells (O-SP). The x and y axes indicate the combination of TRA + BV and TRA + BJ genes. **(B)** The graphs show the percentage of each TCR clonotype in each group. **(C)** The frequency of the top 10 TCR clonotypes in each group. **(D)** UMAP shows the distribution of the top 3 clonotypes in each group. **(E)** The graphs show the numbers of the top 3 clonotypes in each group.

## 4 Discussions

The intestinal tract, the frontline of enormous foreign antigens such as food antigens and gut microbiota, is always in a dynamic balance between inflammation and tolerance and has a highly developed and unique immune system to maintain homeostasis, particularly unique are the IELs; the number of IELs is comparable to the total number of T cells in the spleen and includes T cell fractions unique to the gut, γδ T cells and DNT cells. These fractions, also known as natural IELs (nIELs) because they are abundant immediately after birth, have a limited TCR repertoire and express many innate immune markers such as NK receptors and are thought to maintain epithelial cell homeostasis. On the other hand, major fractions in the peripheral blood, such as CD4^+^ T cells and CD8^+^ T cells, are also referred to as induced IELs (iIELs).

The intestinal tract is an organ that is relatively unaffected by aging compared to the skin, hair and vasculature. Although reduced barrier function (30), increased susceptibility to DSS enteritis (31), reduced stem cell function (32–35) and shortened villi (34) have been reported, there are few reports of changes in the immune system.

In the present study, we found a marked increase in intestinal T cells, particularly CD4^+^ T cells in the small intestinal IEL. Previous reports have suggested that nIELs decrease and iIELs increase with age. However, in aged mice, there was no significant change in the number of γδ and DNT cells, while CD4^+^ T cells increased but CD8^+^ T cells did not increase. These aging IEL CD4^+^ T cells were CD27^-^CD28^-^ like so-called aged systemic T cells, but differed in many ways. Their proliferative capacity was significantly lower than that of SP CD4^+^ T cells, they had a reduced capacity to produce inflammatory cytokines such as TNF-α, and they expressed surface markers similar to nIELs, such as NK receptors, granzymes and CD8αα.

Based on these characteristics, we hypothesized that old IEL CD4, like nIELs and CD8αα^+^CD4^+^ T cells, may play an important role in anti-tumor immunity and intestinal immune homeostasis via cytotoxic activity, and performed functional analysis *in vitro.* Although IEL CD4^+^ T cells alone showed low cytotoxic activity, old IEL CD3^+^ T cells showed higher cytotoxic activity against tumor organoids than that of young IEL CD3^+^ T cells. The results of the scRNAseq analysis showed that the aged intestinal CD4^+^ T cells, which had been analyzed together were actually an aggregate of two fractions with completely different properties. Subset 1 has a strong pro-inflammatory component, with secretion of *Ifng* and *Ccl4*, and TCR and NFkB signals being extracted in pathway analysis, while expression of inhibitory molecules such as *Ctla4* is also observed. Subset 2 has no *Ifng* expression, high expression of inhibitory molecules such as *Lag3* and *Tigit*, nIEL markers such as *NKR, Cd200r* and *Fcer1g*, and a strong tolerogenic element, while *Ccl5* expression is high, and *granzyme, Cd8a*, which is characteristic of aging intestinal CD4^+^ T cells expression was common to both fractions. These two fractions were in opposite positions in the clustering by UMAP and indeed had different repertoires. This may explain why the cytotoxic capacity of the bulk CD4^+^ T cells alone was weak. Although it is difficult to infer the function of each fraction simply from the genes expressed, the results suggest that they at least have properties that are very different from the aging T cells of the systemic immune system.

CD4^+^ T cells with cytotoxic properties have recently attracted attention (36–38). These cells are increased in the peripheral blood of super-centenarians, suggesting that they play an important role in the immune system of long-lived individuals (39, 40). In addition, innate T cell fractions expressing high levels of *Fcer1g* have recently been reported to play an important role in tumor immunity (41). As subset 2, the aging- specific subset, expresses high levels of *granzymes* and *Fcer1g*, they may have cytotoxic potential in tumor immunity with an increased risk of developing tumors with age. In addition, as they express nIEL-like surface markers such as NK receptors, they may play an important role not only in anti-tumor immunity but also in epithelial cell quality control, such as eliminating stress cells and maintaining barrier function in aged individuals.

Old IEL CD4^+^ T cells expressed high levels of the gut-specific marker CD8αα homodimer. CD8αα^+^CD4^+^ T cells have been reported to play an immunosuppressive role in IBD (42–45). It is known that there are fewer Foxp3^+^ regulatory T cells (Treg) in the small intestine than in the large intestine, and pathways for Treg differentiation into CD4^+^ IELs have also been reported (46). Old IEL CD4^+^ T cells, particularly subset 2, which express high levels of tolerogenic markers and CD8αα may induce immune tolerance, in contrast to systemic aged T cells that secrete pro-inflammatory cytokines and induce chronic inflammation.

Although the present study did not examine humans, cytotoxic CD4^+^ T cells are known to be increased in the peripheral blood of human long-lived human subjects (39, 40), suggesting an association with intestinal CD4^+^ T cells. Comparisons of the proportion of subset 1/2 in different elderly people are also of interest.

In the present study, although we attempted to deplete IEL CD4^+^ T cells with an anti-CD4 depletion antibody to verify the physiological role of aging IEL CD4^+^ T cells, they could not be deleted by commonly used clones. Adoptive transfer into RAG deficient mice was also attempted. Although young IEL CD4^+^ T cells were successfully engrafted, it was difficult to engraft old IEL CD4^+^ T cells with their low proliferative capacity.

Although we have also tried to sort subset 1 and subset 2 from SI-IEL of aged mice, we could not separate them due to a large discrepancy between the scRNAseq results and the flow cytometry results, with some mRNAs expressed but no surface markers stained, and others with low mRNA expression but surface markers stained (data not shown). In the future, we would like to investigate the physiological role of these cells by generating mice specifically deficient in subset 1 and subset 2 by creating appropriate conditioned KO mice or appropriate reporter mice.

In the current study, we discovered for the first time that two unique CD4^+^ T cell subsets, distinct from the aging systemic T cells, are increased in the intestinal mucosa of aged mice. Subset 1 has a strong pro-inflammatory component, with expression of *Ifng* and *Ccl4* and upregulation of TCR and NFkB signaling pathways. Subset 2, on the other hand, does not express *Ifng*, but upregulates inhibitory molecules such as *Lag3* and *Tigit*, and nIEL markers such as *NKR*, *Cd200r* and *Fcer1g*. Expression of *granzymes* and *Cd8a* was common to both. These two fractions were in opposite positions in the clustering by UMAP and indeed had different TCR repertoires.

Although the detailed functions of these fractions are still unknown, they may be involved in the suppression of intestinal aging and longevity through anti-tumor immunity, elimination of senescent cells and stressed cells in the aging environment. This finding could be a breakthrough in aging research.

## Data availability statement

The data presented in this study are deposited in the GEO repository under the following accession numbers (microarray: “GSE249501”; scRNAseq: “GSE252360”).

## Ethics statement

The animal study was approved by Center for Experimental Animals in Tokyo Medical and Dental University. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

YY: Conceptualization, Investigation, Writing – review & editing. YN: Conceptualization, Investigation, Funding acquisition, Writing – original draft. RM: Investigation, Writing – review & editing. NS: Writing – review & editing. SO: Conceptualization, Funding acquisition, Writing – review & editing. TN: Conceptualization, Funding acquisition, Writing – review & editing. TM: Conceptualization, Writing – review & editing. GI: Conceptualization, Writing – review & editing. SF: Conceptualization, Writing – review & editing. RO: Conceptualization, Funding acquisition, Supervision, Writing – review & editing.

## References

[1] Collaborators GDaH. Global, regional, and national disability-adjusted life-years (DALYs) for 315 diseases and injuries and healthy life expectancy (HALE), 1990-2015: a systematic analysis for the Global Burden of Disease Study 2015. Lancet (2016) 388(10053):1603–58. doi: 10.1016/S0140-6736(16)31460-X PMC538885727733283

[2] JurkDWilsonCPassosJFOakleyFCorreia-MeloCGreavesL. Chronic inflammation induces telomere dysfunction and accelerates aging in mice. Nat Commun (2014) 2:4172. doi: 10.1038/ncomms5172 24960204 PMC4090717

[3] Di MiccoRFumagalliMCicaleseAPiccininSGaspariniPLuiseC. Oncogene-induced senescence is a DNA damage response triggered by DNA hyper-replication. Nature (2006) 444(7119):638–42. doi: 10.1038/nature05327 17136094

[4] Desdín-MicóGSoto-HerederoGArandaJFOllerJCarrascoEGabandé-RodríguezE. T cells with dysfunctional mitochondria induce multimorbidity and premature senescence. Science (2020) 368(6497):1371–6. doi: 10.1126/science.aax0860 PMC761696832439659

[5] RistowMZarseK. How increased oxidative stress promotes longevity and metabolic health: The concept of mitochondrial hormesis (mitohormesis). Exp Gerontol (2010) 45(6):410–8. doi: 10.1016/j.exger.2010.03.014 20350594

[6] SchrinerSELinfordNJMartinGMTreutingPOgburnCEEmondM. Extension of murine life span by overexpression of catalase targeted to mitochondria. Science (2005) 308(5730):1909–11. doi: 10.1126/science.1106653 15879174

[7] DillinAHsuALArantes-OliveiraNLehrer-GraiwerJHsinHFraserAG. Rates of behavior and aging specified by mitochondrial function during development. Science (2002) 298(5602):2398–401. doi: 10.1126/science.1077780 12471266

[8] HoutkooperRHMouchiroudLRyuDMoullanNKatsyubaEKnottG. Mitonuclear protein imbalance as a conserved longevity mechanism. Nature (2013) 497(7450):451–7. doi: 10.1038/nature12188 PMC366344723698443

[9] BartkovaJRezaeiNLiontosMKarakaidosPKletsasDIssaevaN. Oncogene-induced senescence is part of the tumorigenesis barrier imposed by DNA damage checkpoints. Nature (2006) 444(7119):633–7. doi: 10.1038/nature05268 17136093

[10] CampisiJKapahiPLithgowGJMelovSNewmanJCVerdinE. From discoveries in aging research to therapeutics for healthy aging. Nature (2019) 571(7764):183–92. doi: 10.1038/s41586-019-1365-2 PMC720518331292558

[11] FerrucciLFabbriE. Inflammaging: chronic inflammation in aging, cardiovascular disease, and frailty. Nat Rev Cardiol (2018) 15(9):505–22. doi: 10.1038/s41569-018-0064-2 PMC614693030065258

[12] ReaIMGibsonDSMcGilliganVMcNerlanSEAlexanderHDRossOA. Age and age-related diseases: role of inflammation triggers and cytokines. Front Immunol (2018) 9:586. doi: 10.3389/fimmu.2018.00586 29686666 PMC5900450

[13] PalmerDB. The effect of age on thymic function. Front Immunol (2013) 4:316. doi: 10.3389/fimmu.2013.00316 24109481 PMC3791471

[14] MittelbrunnMKroemerG. Hallmarks of T cell aging. Nat Immunol (2021) 22(6):687–98. doi: 10.1038/s41590-021-00927-z 33986548

[15] ZhangJHeTXueLGuoH. Senescent T cells: a potential biomarker and target for cancer therapy. EBioMedicine (2021) 68:103409. doi: 10.1016/j.ebiom.2021.103409 34049248 PMC8170103

[16] WangTWJohmuraYSuzukiNOmoriSMigitaTYamaguchiK. Blocking PD-L1-PD-1 improves senescence surveillance and aging phenotypes. Nature (2022) 611(7935):358–64. doi: 10.1038/s41586-022-05388-4 36323784

[17] FukushimaYMinatoNHattoriM. The impact of senescence-associated T cells on immunosenescence and age-related disorders. Inflammation Regener (2018) 38:24. doi: 10.1186/s41232-018-0082-9 PMC630476130603051

[18] YoshidaSNakagamiHHayashiHIkedaYSunJTenmaA. The CD153 vaccine is a senotherapeutic option for preventing the accumulation of senescent T cells in mice. Nat Commun (2020) 11(1):2482. doi: 10.1038/s41467-020-16347-w 32424156 PMC7235045

[19] CheroutreH. IELs: enforcing law and order in the court of the intestinal epithelium. Immunol Rev (2005) 206:114–31. doi: 10.1111/j.0105-2896.2005.00284.x 16048545

[20] CheroutreHLambolezFMucidaD. The light and dark sides of intestinal intraepithelial lymphocytes. Nat Rev Immunol (2011) 11(7):445–56. doi: 10.1038/nri3007 PMC314079221681197

[21] MeridethMAGordonLBClaussSSachdevVSmithACPerryMB. Phenotype and course of Hutchinson-Gilford progeria syndrome. N Engl J Med (2008) 358(6):592–604. doi: 10.1056/NEJMoa0706898 18256394 PMC2940940

[22] FujihashiKKiyonoH. Mucosal immunosenescence: new developments and vaccines to control infectious diseases. Trends Immunol (2009) 30(7):334–43. doi: 10.1016/j.it.2009.04.004 19540811

[23] ShimataniKNakashimaYHattoriMHamazakiYMinatoN. PD-1+ memory phenotype CD4+ T cells expressing C/EBPalpha underlie T cell immunodepression in senescence and leukemia. Proc Natl Acad Sci U.S.A. (2009) 106(37):15807–12. doi: 10.1073/pnas.0908805106 PMC273987119805226

[24] KrishnarajahSIngelfingerFFriebelECanseverDAmorimAAndreadouM. Single-cell profiling of immune system alterations in lymphoid, barrier and solid tissues in aged mice. Nat Aging (2022) 2(1):74–89. doi: 10.1038/s43587-021-00148-x 37118354

[25] PálovicsRKellerASchaumNTanWFehlmannTBorjaM. Molecular hallmarks of heterochronic parabiosis at single-cell resolution. Nature (2022) 603(7900):309–14. doi: 10.1038/s41586-022-04461-2 PMC938740335236985

[26] VilledaSAPlambeckKEMiddeldorpJCastellanoJMMosherKILuoJ. Young blood reverses age-related impairments in cognitive function and synaptic plasticity in mice. Nat Med (2014) 20(6):659–63. doi: 10.1038/nm.3569 PMC422443624793238

[27] MorikawaRNemotoYYonemotoYTanakaSTakeiYOshimaS. Intraepithelial lymphocytes suppress intestinal tumor growth by cell-to-cell contact via CD103/E-cadherin signal. Cell Mol Gastroenterol Hepatol (2021) 11(5):1483–503. doi: 10.1016/j.jcmgh.2021.01.014 PMC802520033515805

[28] EgorovESKasatskayaSAZubovVNIzraelsonMNakonechnayaTOStaroverovDB. The changing landscape of naive T cell receptor repertoire with human aging. Front Immunol (2018) 9:1618. doi: 10.3389/fimmu.2018.01618 30087674 PMC6066563

[29] ShifrutEBaruchKGalHNdifonWDeczkowskaASchwartzM. CD4(+) T cell-receptor repertoire diversity is compromised in the spleen but not in the bone marrow of aged mice due to private and sporadic clonal expansions. Front Immunol (2013) 4:379. doi: 10.3389/fimmu.2013.00379 24312094 PMC3832891

[30] SovranBHugenholtzFEldermanMVan BeekAAGraversenKHuijskesM. Age-associated impairment of the mucus barrier function is associated with profound changes in microbiota and immunity. Sci Rep (2019) 9(1):1437. doi: 10.1038/s41598-018-35228-3 30723224 PMC6363726

[31] LiuALvHWangHYangHLiYQianJ. Aging increases the severity of colitis and the related changes to the gut barrier and gut microbiota in humans and mice. J Gerontol A Biol Sci Med Sci (2020) 75(7):1284–92. doi: 10.1093/gerona/glz263 32048723

[32] NalapareddyKZhengYGeigerH. Aging of intestinal stem cells. Stem Cell Rep (2022) 17(4):734–40. doi: 10.1016/j.stemcr.2022.02.003 PMC902376835276089

[33] NalapareddyKNattamaiKJKumarRSKarnsRWikenheiser-BrokampKASampsonLL. Canonical wnt signaling ameliorates aging of intestinal stem cells. Cell Rep (2017) 18(11):2608–21. doi: 10.1016/j.celrep.2017.02.056 PMC598725828297666

[34] HeDWuHXiangJRuanXPengPRuanY. Gut stem cell aging is driven by mTORC1 via a p38 MAPK-p53 pathway. Nat Commun (2020) 11(1):37. doi: 10.1038/s41467-019-13911-x 31896747 PMC6940394

[35] PentinmikkoNIqbalSManaMAnderssonSCognettaABSuciuRM. Notum produced by Paneth cells attenuates regeneration of aged intestinal epithelium. Nature (2019) 571(7765):398–402. doi: 10.1038/s41586-019-1383-0 31292548 PMC8151802

[36] ZhouCQiuYYangH. CD4CD8αα IELs: they have something to say. Front Immunol (2019) 10:2269. doi: 10.3389/fimmu.2019.02269 31649659 PMC6794356

[37] TanemotoSSujinoTMiyamotoKMoodyJYoshimatsuYAndoY. Single-cell transcriptomics of human gut T cells identifies cytotoxic CD4. Front Immunol (2022) 13:977117. doi: 10.3389/fimmu.2022.977117 36353619 PMC9639511

[38] HoeksCDuranGHellingsNBrouxB. When helpers go above and beyond: development and characterization of cytotoxic CD4. Front Immunol (2022) 13:951900. doi: 10.3389/fimmu.2022.951900 35903098 PMC9320319

[39] CovreLPMartinsRFDevineOPChambersESVukmanovic-StejicMSilvaJA. Circulating senescent T cells are linked to systemic inflammation and lesion size during human cutaneous leishmaniasis. Front Immunol (2018) 9:3001. doi: 10.3389/fimmu.2018.03001 30662437 PMC6328442

[40] HashimotoKKounoTIkawaTHayatsuNMiyajimaYYabukamiH. Single-cell transcriptomics reveals expansion of cytotoxic CD4 T cells in supercentenarians. Proc Natl Acad Sci U.S.A. (2019) 116(48):24242–51. doi: 10.1073/pnas.1907883116 PMC688378831719197

[41] ChouCZhangXKrishnaCNixonBGDadiSCapistranoKJ. Programme of self-reactive innate-like T cell-mediated cancer immunity. Nature (2022) 605(7908):139–45. doi: 10.1038/s41586-022-04632-1 PMC925010235444279

[42] DasGAugustineMMDasJBottomlyKRayPRayA. An important regulatory role for CD4+CD8 alpha alpha T cells in the intestinal epithelial layer in the prevention of inflammatory bowel disease. Proc Natl Acad Sci U.S.A. (2003) 100(9):5324–9. doi: 10.1073/pnas.0831037100 PMC15434412695566

[43] SarrabayrouseGBossardCChauvinJMJarryAMeuretteGQuévrainE. CD4CD8αα lymphocytes, a novel human regulatory T cell subset induced by colonic bacteria and deficient in patients with inflammatory bowel disease. PloS Biol (2014) 12(4):e1001833. doi: 10.1371/journal.pbio.1001833 24714093 PMC3979654

[44] BousbaineDFischLILondonMBhagchandaniPRezende de CastroTBMimeeM. A conserved Bacteroidetes antigen induces anti-inflammatory intestinal T lymphocytes. Science (2022) 377(6606):660–6. doi: 10.1126/science.abg5645 PMC976674035926021

[45] SarrabayrouseGAlameddineJAltareFJotereauF. Microbiota-specific CD4CD8αα Tregs: role in intestinal immune homeostasis and implications for IBD. Front Immunol (2015) 6:522. doi: 10.3389/fimmu.2015.00522 26500657 PMC4597122

[46] SujinoTLondonMHoytema van KonijnenburgDPRendonTBuchTSilvaHM. Tissue adaptation of regulatory and intraepithelial CD4^+^ T cells controls gut inflammation. Science (2016) 352(6293):1581–6. doi: 10.1126/science.aaf3892 PMC496807927256884

How the deposited data were processed for this re-analysis (not part of the article)

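Single-cell gene expression and TCR sequences of 4 groups were used, young IEL, old IEL, young SP and old SP, each 1 pool of cells. The authors' deposited counts are UMIs per gene and cell as whole numbers, without normalization. The matrix header names Cell Ranger 7.0.1, and the genome named is mm10. The release of its gene annotation and the rule by which cells were assigned to a hashtag are not given in the sources used here. TCR chains and clonotypes were taken per cell from the authors' TCR tables, of which 8 columns were used. The 4 groups were mapped by the hashtag numbers in the sample labels. A further 3 records, which hold the libraries of all groups together, carry no condition and were not analysed here. The microarray, quantitative PCR, flow cytometry and organoid experiments were not analysed here.
Gene identifiers in the counts were matched to GENCODE M21 on GRCm38 (Ensembl 96), in which 114 of 114 identifiers of the genes looked up were found. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9, umap-learn 0.5.12 and matplotlib 3.10.9. The random seed was 1.
Total UMIs per group ran from 32248487 to 39915809, and the smallest cell of any group had 1535 UMIs. Median genes per cell were 2503.5 in young IEL, 2250 in old IEL, 2015 in young SP and 2194 in old SP. The median share of mitochondrial UMIs was 0.832%, 0.781%, 1.31% and 1.52% in the same order. All cells were kept. The comparisons, the settings, the alternatives and the gene lists were chosen before the data were examined, except where a choice is said to have been made later.
Clustering used counts scaled to 10000 per cell with log(1 + x), 2000 variable genes, 10 principal components (the number in the paper's methods), 15 neighbours and the Leiden algorithm with 10 iterations. The resolution rose from 0.1 in steps of 0.1 up to 2 until the number of clusters with at least 0.5% of the cells reached that of the paper. Clusters were described by 15 marker sets, with a name given only where at least 3 markers of a set were found in at least 10% of the cells and the leading genes did not favour another set. The score behind these names and the 10% rule were chosen after the first clusters had been seen, because the score planned at first was distorted by 1 plasma cell. The naive-like shares were identical under both scores. Since the clusters were rebuilt, their names and borders may differ from those of the study.
Gene levels are sums of UMIs per 10000 over the cells of a group, with 95% Poisson intervals, and ratios are log2((a + 0.1)/(b + 0.1)). Shares of cells were taken after thinning to 2000 UMIs per cell, and for a count of 0 the limit is the share that 3 counts would give. The number of clonotypes at equal size is the expectation in 1000 cells drawn without replacement. Shares of neighbours from the other age used equal numbers of cells per age, and the values for *Cd4*-gated cells, *Fcer1g*-positive cells and single sub-clusters were added after the first values had been seen. The 6 gene lists were ranked against 10000 random lists drawn within 20 bins of expression.
The genes given by name are every gene named in section 3.5 and Figures 4 to 6, the genes listed in Figures 1 and 2, check genes for sex and for free RNA, and the 10 genes with the largest ratio each way in 3 contrasts, among genes with at least 1 UMI per 10000 in the higher group and without TCR segments. One gene of this rule is not reported here. The contrasts were the largest against the second clonotype of old IEL, old against young CD4-class IEL cells, and old against young *Cd8b1*-positive SP cells.
Alternatives were TCR segment genes and the genes named in the paper kept among the variable genes, 20 principal components, 4000 variable genes, K-means with 20 starts, 50 neighbours, a filter of at least 500 genes and at most 10% mitochondrial UMIs, removal of doublets, *Cd4*-gated cells in place of clusters, other depths of thinning, other definitions of a clonotype, other library sizes and other minimum levels for the lists. Scrublet, run at an expected rate of 6%, marked 9, 221, 7 and 6 cells, which is less than 0.5% in 3 of the groups. In these 3 groups the removal of doublets rests mostly on cells with extra TCR chains. In old IEL it rests mostly on Scrublet, which marked 221 cells or 3.80%, against 94 cells with extra chains. In all, 193 cells of young IEL, 311 of old IEL, 331 of young SP and 195 of old SP were left out as doublets. The filter on cells removed 2 cells, both of young SP.
The methods were tested on simulated data made from the levels of the 2 largest clonotypes of old IEL, in which 200 of 6338 genes were changed. All changed genes were called with the right sign, 0.473% of the unchanged genes were called by intervals that did not overlap, and the Poisson intervals held the true level in 95.1% of the genes. Of 100 lists without a change, 5% fell in the outer 5% of the random lists. The expected number of clonotypes was 289.6 by formula and 289.7 by drawing. The simulation has no extra spread between cells or mice, so it does not cover differences between animals.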

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

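Tests chosen only after the result had been seen were those of free *Cd4* RNA, of a change confined to *Cd4*-positive cells, of neighbours without stress genes or at equal depth, also for *Fcer1g*-positive cells, the division of the genes by overlap of their intervals without the 2 largest clonotypes, and the removal of all cells with the TRB chains of these. The numeric limits of the tests, apart from 25% and 40% for neighbours, were set after most values were known.

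The legend of Figure 7 says that the top 3 clonotypes of each group are shown there. The third largest clonotype of old IEL, with 151 cells or 3.87% of the cells with a clonotype (95% interval 3.28 to 4.52), is not discussed in the text of the paper. It had TRAV7D-2 and TRAJ50 with the CDR3 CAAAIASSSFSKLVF in 95 cells and TRBV19 and TRBJ2-5 with the CDR3 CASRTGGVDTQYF. Its cells carried *Cd8a* in 97.4% and *Fcer1g* in 98.7% after thinning, no *Cd8b1* and no *Cd4*, and 60 of them lay in IEL cluster 2. Its TRB chain was found in 0 cells of young IEL and of SP. The absence of *Cd4* in these cells bears on the second clonotype, in which *Cd4* was found in 35.8% of the cells. RNA set free from other cells would give both clonotypes a like share, and the upper end of the exact binomial interval, 2.41% in the third (1.99% by the limit of 3 counts), argues against it as the source. An expansion with age stays open and was not tested, since the mice were pooled and an expansion in 1 mouse gives the same data.

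Of the old IEL cells with a *Trdc* UMI and without a TRB chain, taken as γδ T cells, 460 of 913 lay in IEL cluster 2, or 50.4% (47.1 to 53.7), the cluster that holds the second clonotype. In young IEL it was 34 of 1083, or 3.14% (2.18 to 4.36), and 54.4% of the young cells lay in cluster 4, against 14.5% of the old. *Fcer1g*-positive cells moved alike, with 64.0% of 2338 young cells in cluster 4 and 65.1% of 3171 old cells in cluster 2. Among *Cd4*-gated cells with *Fcer1g*, 146 of 209 young cells lay in cluster 4 and 525 of 597 old cells in cluster 2. A change confined to *Cd4*-positive cells would leave γδ T cells in the same cluster at both ages, which the 3.14% and 50.4% exclude. Genes of stress and handling were also excluded as the whole cause, since the share of neighbours from the other age among these γδ T cells was 21.5% without them and 22.6% with them. With every cell thinned to 2000 UMIs the share was 22.89% among all *Fcer1g*-positive cells, against 16.9% before, which stays under the limit of 25% and excludes a difference in depth as the whole cause for these. Among the γδ T cells the share rose to 28.95%, between the limits for separation and mixing. Thinning also adds sampling noise, which may raise the share without any difference in depth. For the γδ T cells the share therefore cannot tell a difference in depth from a change with age, because it rose with thinning. Levels per 10000 UMIs, which are scaled for depth, argue against depth as the whole cause. The log2 ratio of old to young γδ T cells was 1.92 for *Klre1*, 0.82 for *Cd200r2*, 0.46 for *Fcer1g*, -0.46 for *Gzmb* and -0.54 for *Ccl5*, with intervals apart. The intervals overlapped for other genes, among them *Cd3e*, *Cd4*, *Cd27*, *Cd28* and *Cd244a*. Since each age is 1 pool of mice, an effect of the mice or of the handling of the pools before hashing stays open. So does a change of natural IEL with age.

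Of 37 genes compared in *Cd4*-gated cells, 7 moved opposite ways with age in IEL and SP, with intervals of young and old apart in both tissues. The log2 ratio of old to young was -0.44 in IEL and 0.89 in SP for *Cd44*, -1.29 and 0.38 for *Cd28*, -0.47 and 1.32 for *Ctla4*, -0.70 and 0.43 for *Foxp3*, -1.62 and 0.94 for *Il10*, and -0.78 and 1.82 for *Il21*. *Klrd1* went the other way, with 1.18 in IEL and -0.82 in SP. The difference between the tissues was not tested, since there is 1 sample per group. A difference in depth was excluded, because the shares of all 7 genes kept opposite directions after thinning. The 2 largest clonotypes were removed from old IEL, which left 727 of 1776 gated cells. For 5 genes the intervals stayed apart with the same sign, with log2 ratios of -0.46 for *Cd28*, -0.11 for *Ctla4*, 0.29 for *Klrd1*, -0.98 for *Il10* and -0.51 for *Il21*, and for 2 genes, *Cd44* at -0.07 and *Foxp3* at -0.01, they overlapped. Other cells that carry the TRB chain of 1 of the 2 clonotypes were then removed as well, which left 676 cells. The intervals stayed apart with the same sign for 3 genes, *Cd28* at -0.40, *Il10* at -0.93 and *Il21* at -0.46, so the clonotypes are excluded as the whole cause for these, although each ratio became smaller. For the other 4 genes the intervals overlapped, with *Cd44* at -0.05, *Ctla4* at -0.06, *Klrd1* at 0.09 and *Foxp3* at 0.04, and cells with these TRB chains may account for their change in IEL. The gated cells were also divided differently by age, with 36.8% of young and 7.88% of old cells in sub-cluster 3 when clustered alone. Within sub-cluster 1 of the CD4 class, the log2 ratio of old to young was 0.16 for *Ctla4*, 0.47 for *Il21* and -0.55 for *Klrd1*, against the direction in all gated IEL cells, and the intervals overlapped for *Cd28*, *Cd44*, *Foxp3* and *Il10*. A change in the mix of cells, which no test here excluded, therefore stays open beside effects of the mice pooled, of the sort and of age itself.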

How the results depend on the processing

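The alternatives chosen only after the data had been seen were the counts of clonotypes without the largest ones, the neighbours with every cell thinned or without stress genes, and the shares of *Cd4*-gated cells within the first sub-clusters. No paired analysis was possible because each group is 1 pool and no young sample belongs to an old one. Where a value moved, the cause was not tested unless one is given.

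Across the 26 results that answer a comparison, 70 values under the alternatives stayed within the 95% interval of the first value and 66 moved out of it. The difference between the ages turned round for sub-cluster 1 without doublets.

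With TCR segment genes and the genes named in the paper kept for clustering, the CD4 class in old IEL was 76.2% in place of 80.3%, sub-cluster 1 in old IEL 49.9% in place of 47.4%, sub-cluster 2 41.8% in old and 2.56% in young IEL in place of 44.6% and 4.33%, and the naive-like share 33.2% in old and 80.5% in young SP in place of 29.8% and 76.6%. The largest clonotype then lay in sub-cluster 1 with 95.8% of its cells in place of 94.0%.

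With 20 principal components, which gave 10 IEL clusters and 6 sub-clusters, the CD4 class in old IEL was 78.0%, sub-cluster 1 50.2% in old and 39.6% in young IEL, sub-cluster 2 41.4% and 1.03%, the naive-like share 33.0% in old and 80.7% in young SP, and the neighbours from the other age 14.4% in IEL and 24.8% in SP. With 50 neighbours these were 19.2% and 27.6%, in place of 17.2% and 26.4%.

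With K-means the CD4 class was 46.7% of old and 44.0% of young IEL, the largest sub-cluster 86.4% of old and 46.1% of young, the second largest 8.76% of old and 29.0% of young, and the naive-like share 35.3% of old and 85.6% of young SP. The largest clonotype lay in sub-cluster 1 with 97.1%, the largest of old SP in its cluster with 99.9% in place of 99.6%, and no cell of the second clonotype remained in the CD4 class, so it has no value there and the second largest sub-cluster is not the counterpart of sub-cluster 2.

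With 4000 variable genes, which gave 6 sub-clusters, sub-cluster 2 was 42.6% in old and 2.79% in young IEL, the naive-like share 31.3% in old and 81.2% in young SP, the largest clonotype 96.1% in sub-cluster 1 and the second 99.4% in sub-cluster 2. The filter on cells gave naive-like shares of 31.7% and 79.7%, although it removed only 2 cells, so these shares vary by that much with small changes of the input. Without doublets sub-cluster 1 was 51.1% in old and 58.3% in young IEL, the naive-like share 32.0% and 80.1%, and the largest clonotype 96.9% in sub-cluster 1.

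With *Cd4*-gated cells clustered alone, sub-cluster 1 was 59.7% in old IEL and sub-cluster 2 31.4% in old and 15.2% in young IEL. With the gated cells counted in the first sub-clusters, sub-cluster 1 was 58.7% and 33.8% and sub-cluster 2 30.5% and 0.310%.

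*Cd8a* was found in 54.5% of gated old and 24.5% of young IEL cells at 1000 UMIs and in 75.4% and 39.5% without thinning, in place of 68.1% and 32.0%, by construction of the depth.

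The largest clonotype was 22.6% of old IEL and 23.9% of old SP when defined by the TRB chain and 24.4% of old IEL by the amino acids of both chains, in place of 26.8% and 26.6%. Over all barcodes it was 18.0% of old IEL, 0.621% of young IEL in place of 0.961%, and 24.4% of old SP, because cells without a clonotype entered the total. Clonotypes in 1000 cells were 716.8 by TRB and 719.1 by amino acids in young IEL in place of 762.5, and 260.4 and 245.7 in old IEL in place of 289.6. Without the largest clonotypes they were 453.3 in old IEL, and 967.3 in old SP in place of 715.4.

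Neighbours from the other age in IEL were 22.3% with every cell thinned to 2000 UMIs and 16.1% without stress, mitochondrial and ribosomal genes.

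Among 72 further values of single genes and lists, 107 alternatives stayed within the interval, 72 moved, 1 reversed, 1 became stronger and 2 weaker. The log2 ratio of *Trdc* was -3.16 between the sub-clusters and 0.16 over all old IEL cells of the 2 clonotypes, which hold αβ T cells by construction. The chemokine list passed the outer 5% of the random lists only with the sub-clusters, at a median of 0.24, and the list of TCR signaling no longer passed it at a minimum of 0.5 UMIs, with 0.19, or without the genes the paper names, with 0.15.

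Depth limits the shares of cells for genes of low level, and 1 pool per group limits every comparison to counting error.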

Differences from the paper's values

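The share of neighbours within sub-cluster 1 and the count of *Cd4*-gated cells in the first sub-clusters were chosen only after the results had been seen, and no other tests in this part were.

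The paper shows sub-cluster C1 at about 10% of young IEL CD4+ T cells in Fig. 5B, read by eye, against 36.1% in sub-cluster 1 here. None of the alternatives set before the data were examined brought the value within 1.5 times the paper's, with a range from 34.9% for *Cd4*-gated cells clustered alone to 58.3% without doublets.

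For C2 in old IEL the paper shows about 28% in Fig. 5B, read by eye, against 44.6% in sub-cluster 2. Of the alternatives set before the data were examined, the value came within 1.5 times the paper's with TCR segment genes and the genes named in the paper kept (41.8%), with 20 principal components (41.4%) and with *Cd4*-gated cells clustered alone (31.4%). It stayed apart with 4000 variable genes (42.6%), the filter on cells (44.6%) and without doublets (43.2%). The second largest sub-cluster under K-means (8.76%) also stayed apart, but held no cell of the second clonotype and is not a counterpart of C2. Counting only the *Cd4*-gated cells of the first sub-clusters, which was chosen after seeing the values, gave 30.5%.

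For C2 in young IEL the paper shows about 19% in Fig. 5B, read by eye, against 4.33%. Of the alternatives set before the data were examined, only *Cd4*-gated cells clustered alone came within 1.5 times the paper's value, with 15.2%. Counting only the *Cd4*-gated cells of the first sub-clusters, chosen after seeing the values, gave 0.310%. The second largest sub-cluster under K-means, again no counterpart, held 29.0%, 20 principal components gave 1.03%, 4000 variable genes 2.79% and TCR segment genes and the genes named in the paper kept 2.56%. The cells clustered here are whole clusters of the CD4 class, which also hold γδ T cells and αβ T cells without *Cd4*. These clusters leave out part of the *Cd4*-gated cells, such as 146 of the 209 young ones with *Fcer1g*, which lay in cluster 4 of the γδ class.

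The paper describes C1 as found only in old IEL. Sub-cluster 1 held 36.1% of the young CD4-class cells, although within it the ages were apart, with 16.2% of neighbours from the other age. Of its 2212 old cells, 978 belonged to the largest clonotype, whose TRB chain was not found in young IEL. *Cd8b1* was also more frequent in its young part. The neighbours were not counted without these cells, so the value cannot tell their effect from a wider difference between the ages. The lower proportion of C2 in young IEL was found here as well.

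The paper states that IEL clusters comprised CD4, CD8, γδ and double-negative T cells. Here no cluster was left without a class, but the rule has no class for double-negative T cells and cannot show whether they were present. Cluster 4 of the γδ class had a TRB chain in 50.7%, *Cd4* in 12.4% and *Cd8b1* in 5.80% of its cells. No cluster of CD8 T cells formed, since the CD8 class held only 9 cells led by *Cd74*. Cells with *Cd8b1* lay within the CD4 class, in 20.5% of the cells of IEL cluster 1 before thinning, against 12.3% of naive CD4-like SP cells. Among SP clusters the paper names γδ T cells and effector memory CD4 cells. *Trdc* was found in 5% of the cells of SP cluster 6, which is the smallest, and the CD4 cluster apart from the naive-like one had *Foxp3* in 28.7% of its cells. The other 4 types the paper names in SP were found.

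The paper lists JAK-STAT signaling as enriched in C2. The hand-written list of its genes, which is not the KEGG list, had a median log2 ratio of -0.08 between the clonotypes, with 5.71% of the random lists lower, and 0.01 between the sub-clusters. Chemokine signaling, which the paper lists for C1, had 0.21, above 94.3% of the random lists. The lists for NF-κB signaling, Th17 and NK cell-mediated cytotoxicity went in the direction the paper gives.

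The paper states that neither subset expressed *Tnf*. In sub-cluster 1 it was found in 11.5% of the cells after thinning, against 5.40% of naive CD4-like SP cells and 1.16% of sub-cluster 2. The paper states that neither expressed *Cd28*, which was found in 7.00% of sub-cluster 1, against 0.770% of γδ T cells, and in 0.388% of sub-cluster 2. It states that subset 2 expressed neither *Ifng* nor *Ctla4*. In sub-cluster 2, *Ifng* was found in 10.8% and *Ctla4* in 8.82% of the cells, against 0.148% and 2.98% of naive CD4-like SP cells, and both were far lower than in sub-cluster 1. Of the Treg and Th17 genes that the paper calls not expressed, *Foxp3* and *Il17a* were at or below the level of naive CD4-like SP cells, and *Il10* and *Il21* were above it in sub-cluster 1, with UMIs in 1.07% and 1.87% of the cells.

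The paper states that 2 clonotypes formed the majority of old IEL. Together they held 44.0% of the cells with a clonotype (95% interval 42.5 to 45.6). Among the 1776 *Cd4*-gated cells of old IEL, 727 were left without both clonotypes, so there they were the majority.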

Other observations

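Tests chosen only after the result had been seen were those of 1 expanded clonotype in old SP and of 2 expanded clonotypes in the diversity of old IEL.

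The higher share of *Cd8a* among *Cd4*-gated cells of old IEL was weighed against 3 technical explanations. Doublets of CD4 and CD8 cells were excluded, since the share in old IEL was 68.5% without cells with extra TCR chains or Scrublet calls. Scrublet marked 3.80% of the old IEL cells but only 0.207% of the young. Doublets that neither rule marked were not removed. Deeper cells were excluded by the difference of 36.1 percentage points at equal depth. Free *Cd8a* RNA would also reach old SP cells, where the share was 1.14%. The share was 58.0% (52.9 to 63.0) in gated cells of the largest clonotype, 97.0% (94.0 to 98.8) in those of the second and 61.5% (56.9 to 66.0) in the other gated cells, so the rise was not confined to the 2 clonotypes. The gated cells were divided differently by age, with 36.8% of young and 7.88% of old cells in sub-cluster 3 when clustered alone. Within sub-clusters 1 and 2 of the CD4 class the *Cd8a* intervals of young and old overlapped, with log2 ratios of -0.01 and 0.06. A change in the mix of cells and an effect of the mice pooled therefore stay open beside an effect of age.

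The largest clonotype lay in sub-cluster 1 with 94.0% of its cells although TCR segment genes had been left out of the clustering, which excludes these genes as the cause of the division. That the program of sub-cluster 1 belongs to 1 expanded clonotype was excluded by young IEL, where its *Cd4*-gated cells had 138 clonotypes. For sub-cluster 2 young IEL cannot decide this, because the test used another clustering, that of *Cd4*-gated cells alone. There, the 173 young cells of the second sub-cluster had 82 clonotypes, with 10.4% in the largest. In old IEL, 1 clonotype held 414 of the 530 *Cd4*-gated cells of sub-cluster 2. The clonotype of rank 4, with *Cd4* in 40.3% of its cells after thinning, had 67 of its 77 cells in IEL cluster 2. In young IEL only 3 *Cd4*-gated cells with *Fcer1g* lay in IEL cluster 2, so the program of the second clonotype in its old form was seen in few young cells.

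Most of the lower number of clonotypes in old SP went with 1 expanded clonotype. In 1000 old SP cells, 967.3 clonotypes were expected without it and 715.4 with it. It was not the whole cause, since 999.4 were expected in young SP without its largest clonotype. In old IEL the 2 expanded clonotypes were excluded as the whole cause, since 453.3 were expected without them, against 772.7 in young IEL.

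An expanded clonotype of 1 group was found in another group in 4 cells. In 0 of these did more of the 15 nearest neighbours come from the group where the clonotype was expanded than from the group it was listed in. One had 5 neighbours from each. One, with extra chains and 16265 UMIs, had 14 neighbours from the listed group and 1 from the other. The remaining cells had 6 and 8 neighbours from the listed group and 0 from the other. A wrong hashtag would give more neighbours from the group where the clonotype was expanded, so these counts argue against it for all but the tied cell. For the tied cell, a wrong hashtag and a shared TRB chain cannot be told apart. Identical TRB chains were shared between young and old IEL in 13 cases, between old IEL and old SP in 14 and between young and old SP in 20. The clonotype of rank 6 in old IEL, with 72 cells and a TRB chain only, carried the TRB CDR3 of the second clonotype.

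Genes that the paper measured in bulk CD4+ T cells by other methods were also counted in *Cd4*-gated single cells, in different samples. *Ifng* was at 1.77 UMIs per 10000 in young IEL, 3.09 in old IEL, 0.201 in young SP and 0.512 in old SP. *Tnf* was at 0.263, 0.459, 0.394 and 0.648 in the same order. *Ccl3* rose from 0.478 to 1.83 and *Ccl4* from 8.05 to 28.5 in IEL. *Gzma* rose from 176 to 269 and *Cd244a* from 0.818 to 1.83 in IEL. Gated cells of both ages differ in their mix of sub-clusters, and within sub-cluster 1 *Gzma* was lower in old IEL, with a log2 ratio of -0.28, and the intervals of *Cd244a* overlapped. *Cd27* was at 0.571 in young and 0.540 in old IEL and rose from 2.05 to 2.65 in SP. The intervals of young and old cells overlapped for *Il4* and *Cxcl2* in both tissues.

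*Xist* was found in at most 1 cell of any group, and *Ddx3y* in 41.3% of young IEL, 37.7% of old IEL, 26.8% of young SP and 24.4% of old SP cells. The immunoglobulin gene *Igkc* was found in 0.276% of young IEL, 0.275% of old IEL, 0.653% of young SP and 3.94% of old SP cells. *Epcam* was found in 28.6% of young IEL and 16.0% of old IEL cells, whereas the epithelial gene *Phgr1* was found in less than 0.1% of the cells of both, so free epithelial RNA was low.

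Among all genes, those with the largest log2 ratio of the largest to the second clonotype of old IEL were *Cd5* with 5.83, *Cd6* with 5.78, *Cd40lg* with 5.00, *A430093F15Rik* with 4.98, *Thy1* with 4.90 and *Cd226* with 4.49, apart from 2 immunoglobulin genes with nearly all UMIs in 1 cell. On the side of the second clonotype, *Fcer1g* was at -5.28, *Klrd1* at -4.84, *Klre1* at -4.73, *Cd200r2* at -4.26 and *Lag3* at -3.80. Next came genes that the paper does not name, of which *Tyrobp* was at -3.78, *Lat2* at -3.70, *Clnk* at -3.67, *Pik3ap1* at -3.62 and *Plek* at -3.49. From young to old CD4-class IEL cells, apart from immunoglobulin genes and *Jchain* with most UMIs in 1 cell, the largest rises were those of *Gm156* and *Klre1*, both with a log2 ratio of 2.67, *Cd200r2* with 2.56, *Ddc* with 2.51, *Fcer1g* with 2.31 and *Tyrobp* with 2.14. The largest falls were those of *Ccr7* at -3.00, *Gramd3* at -2.58, *Lef1* at -2.53, *Ifi27l2a* at -2.45 and *Klf2* at -2.27. The mix of these cells differed by age, with 4.33% of young and 44.6% of old cells in sub-cluster 2. Sub-cluster 5 held 11.5% and 0.129%. Within sub-cluster 2, the log2 ratio of old to young was 1.64 for *Klre1* and 0.30 for *Cd200r2*, and the intervals of *Fcer1g* overlapped. Among the genes with the largest ratios in *Cd8b1*-positive SP cells, *Gzmm* at 4.03, *S100a6* at 3.90, *Ccl5* at 3.46 and *Klrc1* at 3.14 were higher in the old pool, and *Id3* at -1.65, *Dapl1* at -1.57 and *Igfbp4* at -1.53 were lower. The mix of CD8 cells differed by age as well. The naive CD8-like cluster held 30.8% of young and 15.2% of old SP cells, and the central memory CD8-like cluster 7.98% and 41.6%. Of the 2305 old cells of the latter, 1346 belonged to the largest clonotype of old SP. The ratios were not taken without this clonotype, so its part in them is not known. No biological explanation was tested for these genes.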
